# Conditional Loss of *Hoxa5* Function Early after Birth Impacts on Expression of Genes with Synaptic Function

**DOI:** 10.3389/fnmol.2017.00369

**Published:** 2017-11-15

**Authors:** Benoit Lizen, Charlotte Moens, Jinane Mouheiche, Thomas Sacré, Marie-Thérèse Ahn, Lucie Jeannotte, Ahmad Salti, Françoise Gofflot

**Keywords:** RNA sequencing, conditional mutagenesis, calcium signaling, glutamatergic synapse, GABAergic synapse, brainstem

## Abstract

*Hoxa5* is a member of the *Hox* gene family that plays critical roles in successive steps of the central nervous system formation during embryonic and fetal development. In the mouse, *Hoxa5* was recently shown to be expressed in the medulla oblongata and the pons from fetal stages to adulthood. In these territories, *Hoxa5* transcripts are enriched in many precerebellar neurons and several nuclei involved in autonomic functions, while the HOXA5 protein is detected mainly in glutamatergic and GABAergic neurons. However, whether HOXA5 is functionally required in these neurons after birth remains unknown. As a first approach to tackle this question, we aimed at determining the molecular programs downstream of the HOXA5 transcription factor in the context of the postnatal brainstem. A comparative transcriptomic analysis was performed in combination with gene expression localization, using a conditional postnatal *Hoxa5* loss-of-function mouse model. After inactivation of *Hoxa5* at postnatal days (P)1–P4, we established the transcriptome of the brainstem from P21 *Hoxa5* conditional mutants using RNA-Seq analysis. One major finding was the downregulation of several genes associated with synaptic function in *Hoxa5* mutant specimens including different actors involved in glutamatergic synapse, calcium signaling pathway, and GABAergic synapse. Data were confirmed and extended by reverse transcription quantitative polymerase chain reaction analysis, and the expression of several HOXA5 candidate targets was shown to co-localize with *Hoxa5* transcripts in precerebellar nuclei. Together, these new results revealed that HOXA5, through the regulation of key actors of the glutamatergic/GABAergic synapses and calcium signaling, might be involved in synaptogenesis, synaptic transmission, and synaptic plasticity of the cortico-ponto-cerebellar circuitry in the postnatal brainstem.

## Introduction

The HOX family of transcription factors gathers key regulators of embryo patterning, organ development, and cell differentiation during animal development, but also throughout adult life (Mallo et al., 2010; Rezsohazy et al., 2015). In the central nervous system (CNS) *Hox* genes play critical roles in successive developmental steps, from neurulation to the establishment of neuronal networks (Nolte and Krumlauf, 2007; Dasen and Jessell, 2009; Narita and Rijli, 2009; Di Bonito et al., 2013a; Karmakar et al., 2017). During neurulation, combinatorial expression of *Hox* genes provides a segmental identity and antero-posterior patterning information to neural progenitors (Nolte and Krumlauf, 2007). Some *Hox* genes remain expressed in the CNS after neurulation and they are implicated in normal tangential migration of pontine neurons, in axonal connection and arborization, in topographic connectivity, in synaptic refinement and in neuron survival (Oury et al., 2006; Pasqualetti et al., 2007; Geisen et al., 2008; Di Bonito et al., 2013b; Philippidou and Dasen, 2013; Bechara et al., 2015; Catela et al., 2016; Karmakar et al., 2017). Finally, recent evidences show that *Hox* genes from paralog groups 3–8 (PG3–8) display differential anterior limits of expression in the perinatal and adult hindbrain derivatives suggesting a continuing role in differentiation of neuronal derivatives after birth (Hutlet et al., 2016; Tomas-Roca et al., 2016).

*Hoxa5*, a member of *Hox* PG5, is known for its numerous activities during development (Jeannotte et al., 2016) and, together with its paralog genes, for its implication in different processes of fetal CNS development (Philippidou et al., 2012; Di Meglio et al., 2013; Catela et al., 2016). In the hindbrain at fetal stages, *Hoxa5* expression is detected in the caudal part of the medulla oblongata and in the posterior pontine region, where it participates in the tangential migration of precerebellar neurons from the rhombic lip toward the pontine gray (PG) nucleus (Di Meglio et al., 2013; Tomas-Roca et al., 2016; Lizen et al., 2017). Indeed, PG5 HOX proteins are shown to be functionally implicated in the topographic organization of migrating precerebellar pontine neurons, through the negative regulation of *Unc5b* expression, a netrin repulsive receptor (Di Meglio et al., 2013). In the spinal cord, lack of *Hoxa5* and *Hoxc5* gene functions in mutant mice results in an important reduction and disorganization of motor neurons from the phrenic motor column, severe defects in diaphragm innervation, and death at birth (Philippidou et al., 2012). PG5 genes also contribute with other *Hox* genes to neural fate, organization, and peripheral connectivity of spinal cord motor neurons targeting the forelimb, through regulation of *Ret* and *Gfra* genes (Catela et al., 2016). Recently, our detailed analysis of *Hoxa5* expression pattern in the mouse brain revealed that *Hoxa5* is still expressed after birth until adulthood. A key feature of this analysis was the enrichment of *Hoxa5* transcripts in pontine and medullary precerebellar neurons. They are also detected in different nuclei implicated in the control of autonomic functions (Lizen et al., 2017). In these territories, the HOXA5 protein is specifically present in neurons, and principally in glutamatergic and GABAergic neurons. This mapping analysis led us to hypothesize *Hoxa5* functions in CNS at fetal and postnatal stages, such as having a potential role in the establishment, refinement, or plasticity of precerebellar circuits during postnatal and adult life. To test these hypotheses and to provide insight into the HOXA5 functions in the brain after birth, we aimed in the present paper at identifying the transcriptional programs and main biological processes downstream of HOXA5 in the postnatal brainstem.

To achieve this objective, we performed a RNA-Seq transcriptomic analysis using a mouse model carrying a conditional postnatal loss-of-*Hoxa5* function mutation. Using this approach, we bypassed the early requirement for HOXA5 in the fetal hindbrain and directly tackled HOXA5 functions at the postnatal phase of brainstem development. This paradigm allowed to identify genes that are differentially expressed in *Hoxa5*-inactivated brainstem when compared with *Hoxa5*-expressing brainstem. We expect that understanding of the transcriptional programs downstream of HOXA5 will serve as a stepstone for further functional analysis of this transcription factor in the postnatal hindbrain at a critical period for remodeling and maturation of neuronal circuits.

## Materials and Methods

### Animals

Mice were maintained in a conventional facility and fed in standard conditions (mice maintenance and mice breeding diets, Carfil Quality, Belgium) on a 14 h light/10 h dark cycle. Experimental procedures on animals were performed in accordance with the Belgian national guidelines and in agreement with the European directive 2010/63/UE. The protocol was approved by the animal ethic committee of the Université catholique de Louvain (approval 122803). For all gas euthanasia, CO_2_ was administered by progressive delivery in the cage volume in accordance with guidelines. The transgenic *CMV-CreER*^T2^ mice and the characterization of Cre activity with reporter mice have been described elsewhere (Santagati et al., 2005; Lizen et al., 2015). We used the *Hoxa5*^tm1.1Ljea^ mouse line carrying a *Hoxa5* floxed allele as described (Tabaries et al., 2007). The characterization of Cre efficiency on the *Hoxa5* floxed allele after tamoxifen induction has already been described (Lizen et al., 2015). Genotyping of animals was accomplished by polymerase chain reaction (PCR) using the primers and the PCR program described in Supplementary Table S1.

*CMV-CreER*^T2^ transgenic mice were bred with mice carrying the conditional *Hoxa5* floxed allele to generate double transgenic animals homozygous for the *Hoxa5* floxed allele (*Hoxa5*^flox/flox^) and heterozygous for the *CMV-CreER*^T2^ transgene. Compound transgenic *Hoxa5*^flox/flox^*;CMV-CreER*^T2+/-^ males were bred with *Hoxa5*^flox/flox^ females. These crosses had the advantage of producing in the same litter pups that were either CreER^T2^ positive or CreER^T2^ negative, providing intra-litter controls. The *Hoxa5*^flox/flox^*;CMV-CreER*^T2+/-^ mice were used in a mixed background composed principally of 129/Sv, with a minor contribution of C57BL/6 and DBA/2.

### Tamoxifen Administration

For induction treatments, tamoxifen (Sigma–Aldrich, T5648) was dissolved in corn oil (Sigma–Aldrich, C8267). Intragastric injections of 50 μl of three different stock solutions were performed: we injected the first solution of 1 mg/ml at postnatal day (P)1, the second of 1.5 mg/ml was injected at P2 and P3, and the last one of 2 mg/ml was injected at P4 (Lizen et al., 2015). Pups stayed with their mother during the whole treatment until they were euthanized at P21. For euthanasia, CO_2_ was administered by progressive delivery in the cage volume in accordance with guidelines.

### Sample Preparation

Brains were collected after euthanasia as described above. For RNA-Seq experiments, whole brainstems were collected while for reverse transcription quantitative PCR (RT-qPCR) assays, the pons and caudal part of the medulla oblongata were dissected as illustrated in Supplementary Figure S1. Tissues were then snap frozen in liquid nitrogen, and stored at -80°C until RNA was extracted. RNA was isolated using TRI Reagent (Sigma–Aldrich, T9424) and quantified using a NanoDrop ND-1000 fluorospectrometer (Thermo Fisher Scientific, Waltham, MA, United States).

### RNA-Seq Analyses

RNA sequencing analysis was carried out on total RNA extracted from tamoxifen-treated individuals of two different genotypes: *Hoxa5*^flox/flox^*;CMV-CreERT*^2+/-^ (*Hoxa5* cKO) and *Hoxa5*^flox/flox^*;CMV-CreERT*^2-/-^ (*Hoxa5* control). To minimize sample variability caused by individual differences between animals linked to tamoxifen treatment, RNA from three brainstems was pooled, and three pools were used per genotype (for a total of nine samples per genotype) (Supplementary Figure S1). Library preparation and sequencing were performed at the Genomics Facility of the Interdisciplinary Cluster for Applied Genoproteomics (GIGA Genomics, ULg-Liège, Belgium). RNA integrity was verified on the Bioanalyzer 2100 with RNA 6000 Nano chips, RNA integrity number scores were more than 8 for all samples. Illumina truSeq stranded total RNA library prep kit with ribo-zero was used to prepare libraries from 1 μg of total RNA following Illumina’s protocol. Ribosomal RNA was depleted from total RNA. The remaining RNA was purified, fragmented, and then primed with random hexamers and reverse transcribed into first strand cDNA followed by second strand synthesis. A single A nucleotide was added to the 3′end of the fragments before ligation to multiple indexing adapters. DNA fragments with adapter molecules on both ends were enriched by PCR and purified with Ampure XP magnetic beads. Libraries were validated on Bioanalyzer DNA 1000 chip and quantified by qPCR with the KAPA library quantification kit. Sequencing was performed on Illumina NextSeq 500 with NextSeq 500 High Output V2 kit (2 × 75 cycles). For data analysis, Fastq files were trimmed for adaptor sequences. The reads were aligned with Tophat 2.0.9^1^ to the mouse genome. Cufflinks 2.2.0 suite^2^ was used to generate fragments per kilobase of transcript per million fragments mapped values. CuffDiff was also used to identify significantly differentially expressed genes between the two genotypes. Statistical significance was defined by the Benjamini–Hochberg method. The *q*-value is a corrected *p*-value. The *q*-values below 0.05 were considered as a significant difference of gene expression between the two conditions. Gene ontology (GO) term analysis was performed using DAVID 6.7 Bioinformatics resource tools (Huang da et al., 2009). High-throughput sequencing data used in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE103390^3^.

### RT-qPCR Analyses

Brain subregions were homogenized in 1 ml of TRI Reagent (Sigma–Aldrich, T9424) during 30 s using high-throughput tissue homogenizer (Precellys^®^24). RNA was isolated from the dissected brain subregions following manufacturer’s instructions. The precipitated RNA pellet was dissolved in 100 μl of nuclease free water and reverse-transcription was performed using a reverse transcription kit (Qiagen, 205311) according to the manufacturer’s instructions. Hoxa5 and target genes expression was assessed by qPCR on a StepOne+ apparatus (Applied Biosystems) using SYBR Green (Qiagen, 204143) as the detection method, and the geometric mean of two reference genes (H2A and Gapdh) as internal normalization reference. The relative transcripts abundance (fold change) was calculated using the 2^-ΔΔC_T_^ calculation, where ΔCt = Ct_genetarget_ - Ct_referencegenes_ and ΔΔCt = ΔCt_mutant_ - ΔCt_control_. **Supplementary Table S2** provides primers sequences and concentrations, as well as the efficiency of the amplification reaction.

### Non-radioactive *in Situ* Hybridization

Eight sets of 14 μm thick serial coronal cryosections per brain were cut on a Leica CM 3050S cryostat. Gene expression was detected using digoxigenin-labeled RNA probes, as previously described, and as optimized for *Hox* genes analysis in the adult brain (Chotteau-Lelievre et al., 2006; Hutlet et al., 2016).

Plasmids allowing *in vitro* transcription of digoxigenin-labeled riboprobes were obtained from collaborators (*En2*: Dr A. Joyner; *NeuroD2*: M. Studer; *Wnt7a*: N. Bobbola). For other genes, probes were transcribed directly from PCR amplification products, following an adaptation of the Allen Brain Atlas procedures. For probes synthesis, cDNA of adult mouse brain was used to target genes of interest by a first PCR with designed gene-specific primers (NCBI primer blast). For practical purposes, the T7 universal primer sequence (5′-GCGTAATACGACTCACTATAGGG-3′) was directly attached to the forward and the Sp6 one (5′-ATTTAGGTGACACTATAG-3′) to the reverse primer. PCR products were then amplified by a second PCR reaction, purified using a PCR purification kit (Qiagen, 28104), and eluted with 30 μl of elution buffer (10 mM Tris, pH 8.5). *In vitro* transcription with SP6 and T7 polymerases was performed on the resulting eluate to generate both RNA sense and anti-sense probes. Probes size and quality were evaluated following *in vitro* transcription by migration on agarose gel. Prior use for *in situ* hybridization (ISH), all probes were further diluted to a concentration of 100 ng/μl of hybridization mix (Life Technologies, B8807G), and stored at -20°C. A detailed list of data regarding specific probe primers and sequences is available upon request.

Double ISH was performed on cryostat sections using a combination of digoxigenin- and fluorescein-labeled probes as described (Mayer et al., 2010). Anti-Fluorescein (Roche, 11426338910, 1:3000) immunodetection was used first to reveal candidate target genes, in combination with NBT-BCIP for the first staining reaction. The reaction was stopped with PBT/EDTA. Sections were washed 2 × 10 min in maleic acid buffer with 0.1% Tween 20 (MABT) (Sigma–Aldrich, 9005-64-5). Sections were then incubated in a blocking solution containing MABT with 2% of blocking reagent (Roche, 11 096 176 001) and 20% heat-inactivated goat serum (Sigma–Aldrich, G6767). To target the *Hoxa5* probe, the sections were then incubated with anti-digoxigenin antibody (Roche, 11093274910, 1/1500) and INT-BCIP (Roche, 11 681 460 001) were used for the second staining reaction.

Hybridized sections were observed on a Leica DM2500 microscope, and pictures were captured with a Leica DFC420C camera. Annotation of expression thresholds versus background were established for each ISH taking into account the appropriate control and the duration of the staining reaction. A frequently used control for specific hybridization to mRNA is a sense strand probe which should not specifically anneal to the target RNA. In this study, we used as a negative control an antisense probe for a *Hox* gene not expressed in the brain (e.g., Hoxa10) and an antisense probe for *Gad67* as a positive control.

## Results

### HOXA5 Regulates Multiple Genes Involved in Synaptic Function and Calcium Pathway in Postnatal Brainstem

To explore the HOXA5 transcriptional landscape in the postnatal brainstem, we carried out transcriptomic analyses by RNA-Seq using a model of postnatal *Hoxa5* loss-of-function. We induced *Hoxa5* inactivation after birth (P1–P4) using the tamoxifen-inducible CMV-CreER^T2^ mice and conditional *Hoxa5* floxed allele mice (*Hoxa5*^flox^) (Santagati et al., 2005; Tabaries et al., 2007; Lizen et al., 2015). This treatment results in a severe reduction of *Hoxa5* transcripts in brainstem subregions (8–12%, see below, RT-qPCR analysis) and of HOXA5-positive cells in the brain (7–26% depending on nuclei) (Lizen et al., 2015). RNA was extracted from the brainstem of P21 tamoxifen-treated *Hoxa5*^flox/flox^*;CMV-CreER*^T2+/-^ (herein called *Hoxa5* cKO) pups and from tamoxifen-treated *Hoxa5*^flox/flox^*;CMV-CreER*^T2-/-^ (herein called *Hoxa5* control) littermates. To identify differentially expressed genes, we performed three independent replicate experiments, in which each replicate contains RNA pooled from three brainstems (see section “Materials and Methods”; Supplementary Figure S1). 

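The gene expression of the brainstem was read from 6 libraries, 3 labelled *Hoxa5* control and 3 labelled *Hoxa5* cKO, each made from a pool of 3 brainstems of P21 mice treated with tamoxifen from P1 to P4. The authors aligned the reads to the mouse genome (mm10) with TopHat2, assembled and merged transcripts with Cufflinks, and counted the fragments of each locus with Cuffdiff. The deposited table holds, for 34632 loci and each library, the number of fragments as whole counts and the FPKM, and 23985 of the loci carry a gene name. It names each library by genotype and a replicate number, here counted from 1, which is not tied to the pools of Figure 1B. The libraries held 12034613 to 13202707 fragments. Counts were normalized by TMM and compared by edgeR's quasi-likelihood test over the 21854 loci that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. Levels are given as CPM (counts scaled to the size of the library), and fold changes as labelled cKO over labelled control.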

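*Hoxa5*, the gene that the design inactivates, did not follow the labels of the libraries. In the deposited annotation it shares a locus with *Hoxa6* and the noncoding RNA 2700086A05Rik, on chromosome 6 from 52201754 to 52211868 (mm10). The locus held 202, 337 and 77 fragments in control replicates 1, 2 and 3, and 279, 57 and 63 fragments in cKO replicates 1, 2 and 3. It was therefore high in control replicates 1 and 2 and in cKO replicate 1, and low in control replicate 3 and in cKO replicates 2 and 3. It had a mean of 16.6 ± 10.8 CPM under the control label and 10.9 ± 10.8 CPM under the cKO label (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.48, adjusted p = 0.893 from edgeR). Without cKO replicate 1 the log2 fold change was -1.82 (adjusted p = 0.0318 from edgeR, with 0.019 to 1 over all alternatives). Some *Hox* genes of more posterior groups also had low counts in control replicate 3 and in cKO replicates 2 and 3: *Hoxc8* had 27, 19 and 7 fragments in the controls and 13, 3 and 2 in the cKO libraries, and *Hoxb9* had 43, 28 and 20 and 30, 13 and 11. *Hoxb5*, a paralog of *Hoxa5*, had 136, 125 and 121 fragments in the controls and 133, 124 and 149 in the cKO libraries. *Hoxc8*, *Hoxb9* and *Hoxb5* were chosen after their values were seen. The count of a merged locus cannot tell *Hoxa5* from its neighbours, and the floxed part of the gene is not marked in the files. By RT-qPCR in dissected subregions the paper reports strongly reduced *Hoxa5* transcripts in cKO mice, a measurement that no deposited file holds. Genotypes are given as labelled, and the direction of every difference rests on these labels.

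**Figure D1:**
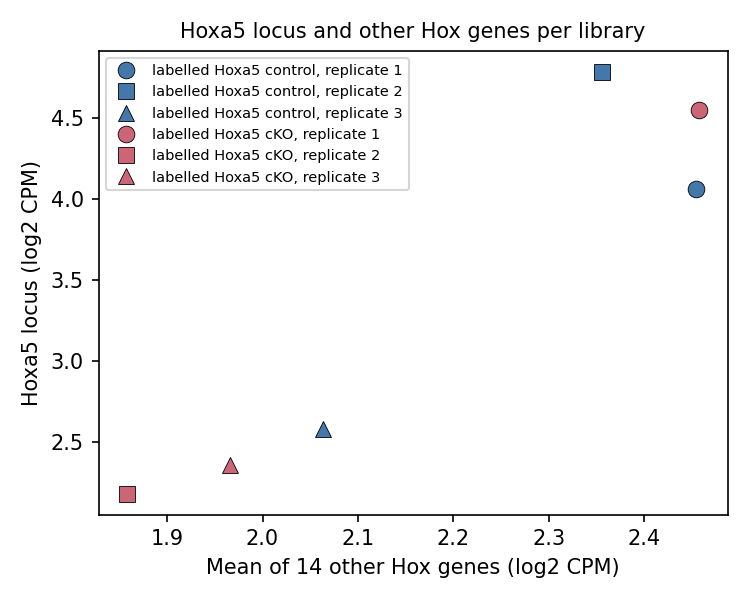
Level of the *Hoxa5* locus (y axis, log2 CPM) against the mean of 14 other *Hox* genes of groups 4 to 9 (x axis, log2 CPM), 1 point per library, with color for the labelled genotype and shape for the replicate number. Control replicates 1 and 2 and cKO replicate 1 lie at or above 4.06 on the y axis, and the other 3 libraries lie at or below 2.58.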

Transcriptome analysis revealed 116 transcripts whose expression levels were significantly modified in brainstem from P21 mutants (*q*-value <0.05) and 318 transcripts with a *p*-value lower than 0.01 (**Figure 1A** and Supplementary Table S3). 

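Transcripts of cerebellar granule neurons and Purkinje cells made up 7 of the 10 largest falls among the called genes with a name in the libraries labelled cKO. *Neurod1*, a transcription factor of granule neurons on chromosome 2 from 79452641 to 79456636, had 8.47 ± 0.762 CPM in libraries labelled cKO, against 32.7 ± 9.52 CPM in controls (SD, n = 3 each), a log2 fold change of -1.94 (standard error 0.17, adjusted p = 3.75e-05 from edgeR). *Cbln3*, a granule neuron gene of the cerebellin family, had a log2 fold change of -2.00 (standard error 0.20, adjusted p = 8.14e-05 from edgeR). *Ppp1r17*, a phosphatase inhibitor of Purkinje cells, had 7.10 ± 2.17 CPM in the libraries labelled control and 1.90 ± 0.421 CPM in those labelled cKO (SD, n = 3 each), a log2 fold change of -1.88 (standard error 0.24, adjusted p = 6.76e-04 from edgeR). *Il16* had a log2 fold change of -1.72 (standard error 0.20, adjusted p = 3.69e-04 from edgeR), *Cnpy1* had a log2 fold change of -1.84 (standard error 0.22), and *Mybpc3* -1.97 (standard error 0.26). *Tbata* had the largest fall among the called genes with a name (-2.14, standard error 0.39, adjusted p = 0.0169 from edgeR) at a mean of 2.97 CPM in the controls. Its call was lost without control replicate 1 (adjusted p = 0.155) and without cKO replicate 3 (0.0727), with 2.25e-04 to 1 over all alternatives of edgeR, DESeq2 and limma. In all, 116 loci passed an adjusted p of 0.05 in edgeR, 110 of them lower and 6 higher in the libraries labelled cKO. 99 of them carry a gene name. Of the 110 lower loci, 55 fell at least 1.5-fold and 28 at least 2-fold. The count was 44 without control replicate 1, with 43 of the 116 among them, and 65 without cKO replicate 3, with 60 of them. DESeq2 called 116 loci, 99 of them the same, and limma on log2(FPKM + 1) called 0, with 1298 at an unadjusted p under 0.05. At an unadjusted p under 0.01 from edgeR, 494 loci were found.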

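With all 6 libraries and the filter on low counts, 6 loci were called higher by edgeR in the libraries labelled cKO: *Kirrel2*, *Mgp*, *H2-K1*, *Fam83d*, *Casr* and *Xist*. The count of higher loci ran from 0 (without control replicate 3) to 15 (without cKO replicate 1) with 1 library left out. It was 27 without the filter. *Kirrel2*, a cell adhesion gene, had the largest rise of the 6, with a log2 fold change of 0.71 (standard error 0.16, adjusted p = 0.0498 from edgeR). *Mgp*, a matrix protein of vessels and meninges, had a mean of 12.7 ± 0.421 CPM under the control label and 19.8 ± 4.49 CPM under the cKO label (SD, n = 3 each), a log2 fold change of 0.63 (standard error 0.13, adjusted p = 0.0419 from edgeR). The class I histocompatibility gene *H2-K1* had a log2 fold change of 0.61 (standard error 0.13, adjusted p = 0.0388 from edgeR). *Fam83d* rose by 0.60 on the log2 scale (standard error 0.13) and the calcium-sensing receptor *Casr* by 0.48 (standard error 0.09). *Xist*, which is transcribed from the inactive X chromosome, had a log2 fold change of 0.37 (standard error 0.07, adjusted p = 0.0302 from edgeR), with 4482, 4576 and 4518 fragments in the controls and 6523, 5326 and 5672 in the cKO libraries. The library labelled cKO replicate 1 held 3 fragments of the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, against 1069 to 1734 in the other 5 libraries. All 6 calls were lost when control replicate 2 (adjusted p = 0.0623 to 0.103 from edgeR) or control replicate 3 (0.0972 to 0.208) was left out. *Kirrel2*, *Mgp*, *H2-K1* and *Xist* were also lost without control replicate 1 (0.127 to 0.229), *Kirrel2* and *H2-K1* without cKO replicate 1 (0.0629 and 0.0587), *Kirrel2* and *Fam83d* without cKO replicate 2 (0.114 and 0.149), and all but *Xist* without cKO replicate 3 (0.0562 to 0.206). DESeq2 called *Mgp*, *H2-K1* and *Casr* of the 6. The adjusted p of edgeR, DESeq2 and limma over all alternatives began at 0.0203 (*Kirrel2*), 0.00173 (*Mgp*), 0.00107 (*H2-K1*), 0.00474 (*Fam83d*), 0.00308 (*Casr*) and 9.77e-05 (*Xist*) and reached 1.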

Among the 116 transcripts, 98 (84.5%) were downregulated and 18 (15.5%) were upregulated in mutants (**Figure 1** and Supplementary Table S3). The relative abundance levels of transcripts that are significantly modified are illustrated for each of the three pooled samples in the heat map (**Figure 1B**).

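The mean levels of granule neuron and Purkinje cell markers were lower in each of the 3 libraries labelled cKO than in any control, and they also differed among the controls. The mean of 7 genes largely restricted to granule neurons was 5.30, 4.69 and 4.26 log2 CPM in control replicates 1, 2 and 3, and 2.95, 3.24 and 3.05 in cKO replicates 1, 2 and 3. The means of the labelled groups were 4.75 ± 0.53 and 3.08 ± 0.15 (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). For 6 genes largely restricted to Purkinje cells the means were 3.36 ± 0.35 and 2.36 ± 0.14 (same exact test, p = 0.1), and 4 of the 6 were lower in each library labelled cKO than in each control. The other 2 were *Casq2* (-0.24) and *Skor2* (0.08, adjusted p = 0.984 from edgeR), with log2 fold changes on either side of 0. Markers of Bergmann glia had a median log2 fold change of -0.26, with *Gdf10* (-0.81, standard error 0.12), *Slc1a3* (-0.33, standard error 0.06) and *Hopx* (-0.53, standard error 0.11) called lower. *Slc1a3* had an adjusted p of 0.0125 from edgeR that rose to 0.131 without control replicate 1 and 0.0505 without cKO replicate 3, and *Hopx* an adjusted p of 0.0394 from edgeR that rose to 0.328 without control replicate 1, 0.106 without control replicate 2, 0.181 without cKO replicate 2 and 0.177 without cKO replicate 3. The medians were 0.00448 for astrocytes, -0.01 for oligodendrocytes, 0.03 for their precursors, 0.01 for microglia and -0.03 for interneurons of the cerebellum. No gene of these 5 lists was called by edgeR or DESeq2, with 2 lower and 3 higher at an unadjusted p under 0.05 from edgeR, and 1 interneuron and 1 astrocyte gene were lower and 2 astrocyte genes higher when adjusted over the list alone. Across the alternatives of edgeR, DESeq2 and limma, the adjusted p spanned 0.00334 (*Hopx*) and 2.14e-04 (*Slc1a3*) to 1. The microglia list had a mean of -0.01, of the other sign than its median.

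**Figure D2:**
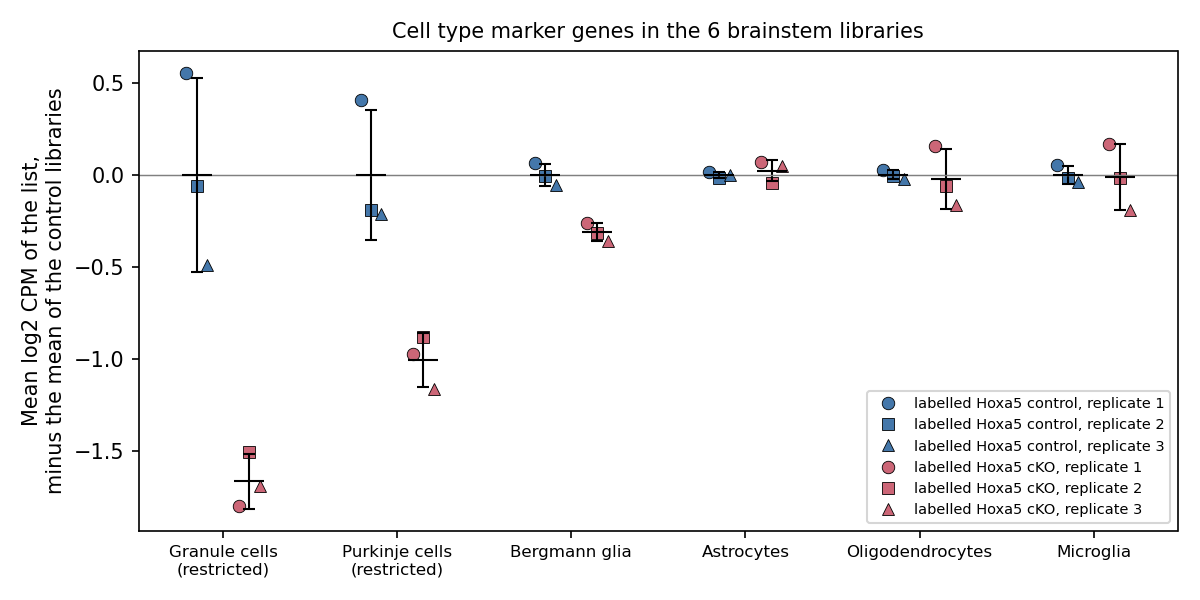
Mean log2 CPM of 6 lists of marker genes (x axis) in each library, minus the mean of the control libraries (y axis), with color for the labelled genotype, shape for the replicate number, and bars for the mean and SD of 3 libraries. The granule neuron markers lie between 2.95 and 3.24 log2 CPM in the libraries labelled cKO and between 4.26 and 5.30 in the controls.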

**FIGURE 1:**
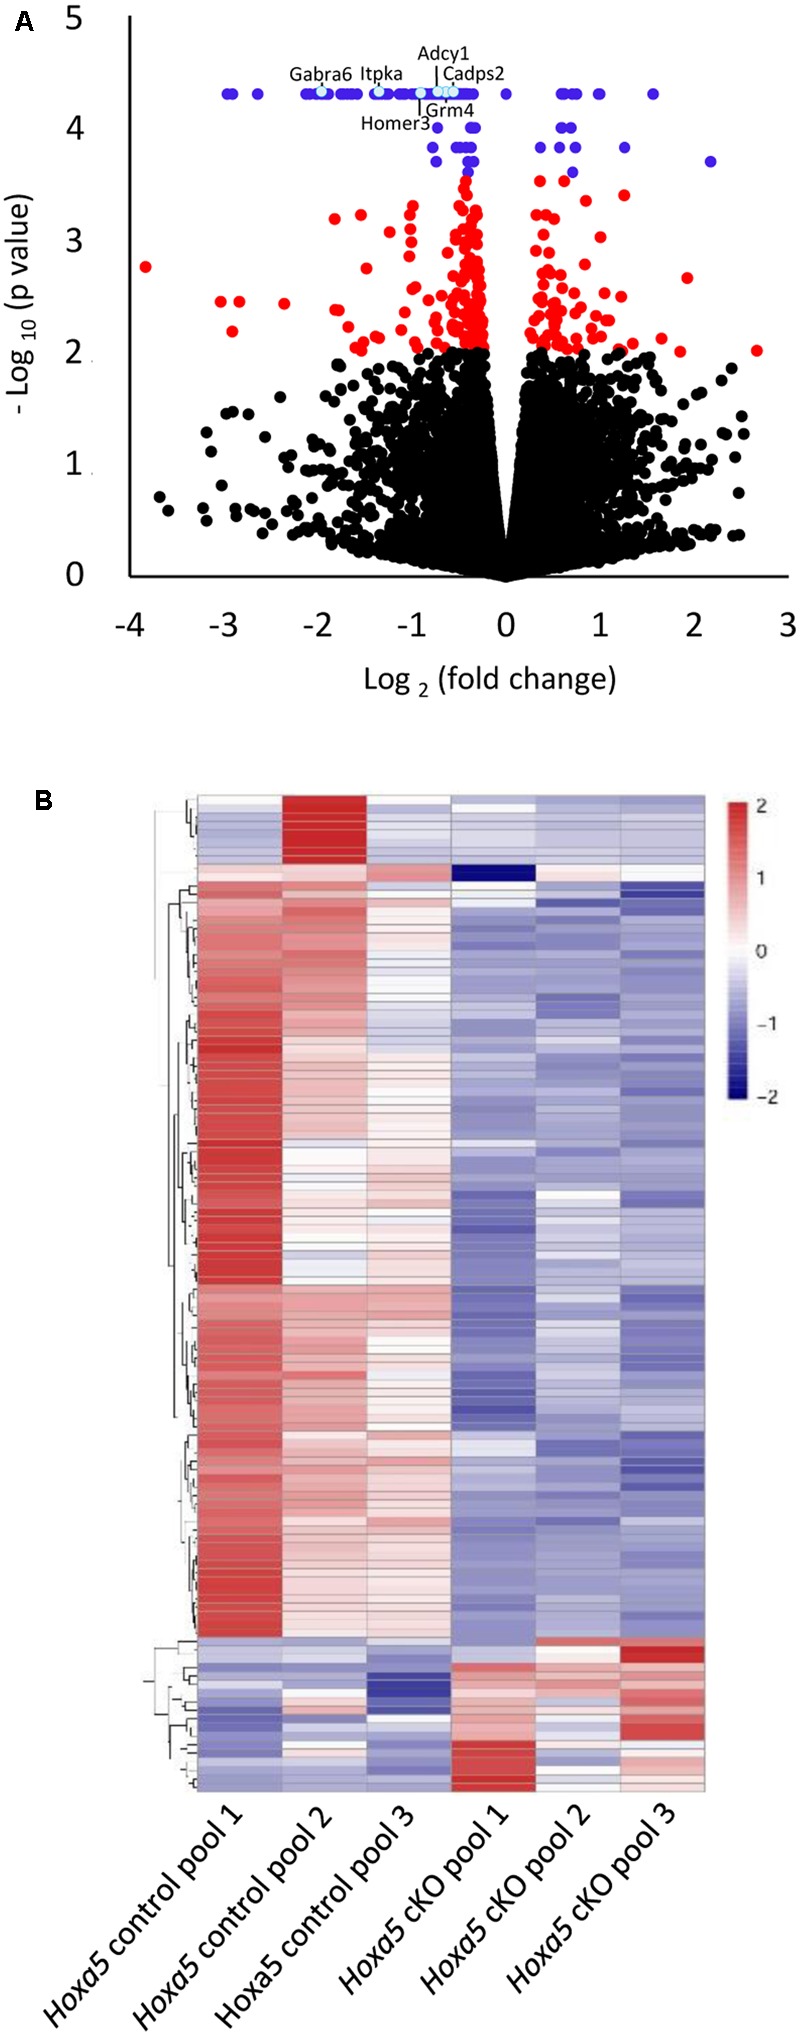
Transcriptome analysis of P21 brainstem in tamoxifen-treated *Hoxa5*^flox/flox^*;CMV-CreER*^T2-/-^ (*Hoxa5* control) and tamoxifen-treated *Hoxa5*^flox/flox^*;CMV-CreER*^T2+/-^ (*Hoxa5* cKO) (*n* = 3 pools of 3 individuals per genotype). **(A)** Volcano plot (*p*-value versus fold change) of differentially expressed transcripts. Transcripts whose abundance level is significantly modified in *Hoxa5* cKO (*q*-value <0.05) are colored in blue, while those with a *q*-value >0.05 and a *p*-value <0.01 are colored in red. **(B)** Heatmap showing hierarchical clustering of significantly downregulated (blue) and upregulated (red) transcripts (*q*-value <0.05) in the *Hoxa5* control pools and in the *Hoxa5* cKO pools. A large proportion of significantly downregulated transcripts are detected in the *Hoxa5* cKO pools. See Supplementary Table S3 for complete list of genes.

To gain insights into the molecular programs regulated by HOXA5, we applied a GO analysis on the 116 differentially expressed genes. The top 3 most significant enriched terms were respectively glutamatergic synapse (*p*-value = 2.6 × 10^-7^), calcium (*p*-value = 5.6 × 10^-7^), and synapse (*p*-value = 5.7 × 10^-6^), and included only downregulated genes (**Figure 2A** and Supplementary Table S4). 

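Within broad families of synaptic genes, a few members were lower in the libraries labelled cKO and most were not called. Of the glutamate receptor genes, 4 of 25 were called lower (6 when adjusted over the list alone; median log2 fold change 0.01), and of the glutamate and glutamine transporter genes, 2 of 13 were called lower (4 when adjusted over the list alone; median log2 fold change -0.02). Of the GABA receptor genes, 2 of 18 were called lower (2 when adjusted over the list alone; median log2 fold change 0.01), while for GABA synthesis and transport 0 of 11 were called lower (0 when adjusted over the list alone; median log2 fold change 0.03). Calcium release channels and pumps gave 3 of 33 members lower (5 when adjusted over the list alone; median log2 fold change -0.03), voltage-gated calcium channels 0 of 22 members lower (1 when adjusted over the list alone; median log2 fold change -0.03), calcium-dependent kinases and cyclases 4 of 26 members lower (5 when adjusted over the list alone; median log2 fold change -0.0031) and calcium-binding proteins 1 of 14 members lower (2 when adjusted over the list alone; median log2 fold change -0.01). The lower calls were more frequent than among all named loci for glutamate receptors (adjusted p = 6.22e-05), glutamate and glutamine transporters (0.00826), GABA receptors (0.015), calcium release channels and pumps (0.00332) and calcium-dependent kinases and cyclases (6.76e-05; one-sided Fisher's exact test). Without control replicate 1 both transporter calls, *Slc1a3* (adjusted p = 0.131 from edgeR) and *Slc1a6* (0.176), were lost, so that list's enrichment rests on that library. Lost there too were *Grm4* (0.0804) and *Grik2* (0.155) of the glutamate receptors, *Itpka* (0.175) of the release channels and *Camkk2* (0.0772) of the kinases. Calls kept included *Gabra6* and *Gabrd* of the GABA receptors. As whole sets, none of these 8 lists moved by limma's camera test, with adjusted p from 0.191 to 0.657. The mean level of glutamate and glutamine transporters, GABA receptors, calcium release channels and pumps, and calcium-dependent kinases and cyclases was lower in each library labelled cKO than in each control (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allow). The mean log2 fold changes of glutamate receptors and of GABA receptors were below 0 (-0.06 and -0.16), although their medians were not. DESeq2 called no gene of GABA synthesis and transport or of the voltage-gated calcium channels either, and 0 and 4 of them were lower at an unadjusted p under 0.05 from edgeR.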

A striking feature of this analysis is the importance of enriched terms associated with synapse such as glutamatergic synapse, calcium, synapse, calcium signaling pathway, long-term memory, cell junction, GABAergic synapse, long-term potentiation, postsynaptic membrane (**Figure 2A**). Further analyses through NCBI^4^ allowed to identify a total of 39 genes with evidence of synaptic function among the 98 downregulated genes (∼40%). In contrast, we did not identify any genes with evidence of function at the synapse among the upregulated transcripts in mutant brains.

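Synaptic and calcium genes made up 23.7% of the named loci called lower, and most of these genes are also markers of cerebellar cells. Of 243 genes in 10 lists of synaptic and calcium genes, 22 were called lower by edgeR (one-sided Fisher's exact test against the other named loci, p = 4.00e-20). 14 of the 22 are also in the lists of granule neuron, Purkinje cell or Bergmann glia markers, *Cbln3*, *Gabra6*, *Itpr1* and *Calb1* among them. A place in these lists does not make a transcript foreign to the brainstem. By in situ hybridization the paper detected *Calb1*, *Cadps2*, *Cbln1*, *Grin2c* and *Itpr1*, all among the 14, in brainstem nuclei that express *Hoxa5*. The remaining 8 of the 22, *Itpka*, *Camk4* and *Camkk2* among them, come out of 226 genes tested (one-sided Fisher's exact test, p = 6.67e-05). *Camkk2*, *Erc1*, *Grik2* and *Lrrtm3* are the 4 outside the lists taken from the paper's figures, main tables and Discussion, of 219 such genes (one-sided Fisher's exact test, p = 0.0437), though Table S3 holds *Camkk2* among its significant transcripts and *Erc1* and *Grik2* among its other downregulated ones. *Camkk2*, a kinase that activates *Camk4*, had a log2 fold change of -0.35 (standard error 0.06, adjusted p = 0.00654 from edgeR), and the other 3 had log2 fold changes of -0.27, -0.26 and -0.26. Without control replicate 1 the adjusted p values from edgeR were 0.175 for *Itpka*, 0.0772 for *Camkk2*, 0.371 for *Erc1*, 0.155 for *Grik2* and 0.230 for *Lrrtm3*. *Erc1* lost its call when any of the 6 libraries was left out (from 0.0593), *Grik2* when any but cKO replicate 2 was (from 0.0649), and *Lrrtm3* when any but cKO replicate 1 was (from 0.0633). Over all alternatives of edgeR, DESeq2 and limma the adjusted p ran from 4.70e-04 (*Camkk2*), 0.0125 (*Erc1*), 0.00664 (*Grik2*) and 0.0126 (*Lrrtm3*) up to 1.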

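No synaptic or calcium gene of the 10 lists was called higher in the libraries labelled cKO, by edgeR or by DESeq2. At an unadjusted p under 0.05 from edgeR, 10 of the 243 genes were higher and 48 were lower. When adjusted over the list alone, 1 glutamate receptor gene (*Grm8*, log2 fold change 0.22) and 1 gene of the transporter list (*Glul*, 0.18) were higher.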

**FIGURE 2:**
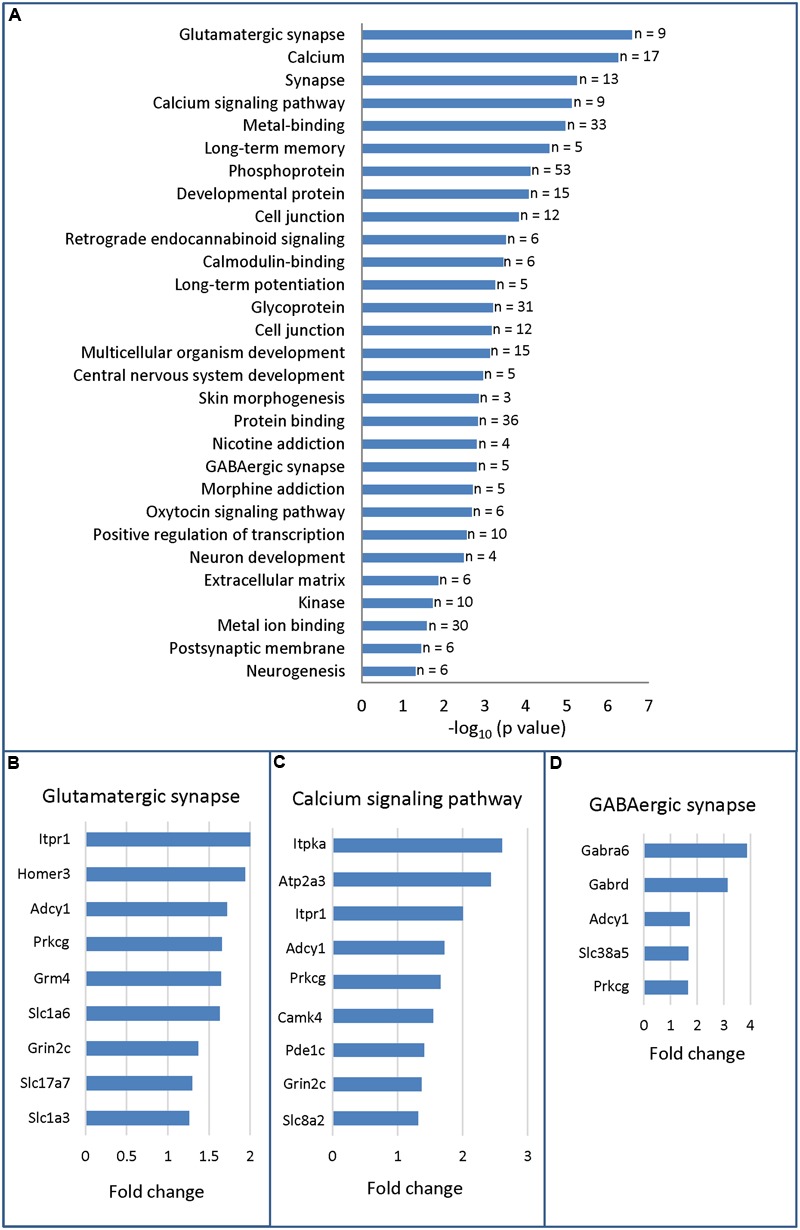
Gene ontology analysis (DAVID 6.7) of RNA-sequencing data from P21 brainstem in *Hoxa5* control and *Hoxa5* cKO. **(A)** Functional annotation chart. Significantly enriched terms (*p* < 0.05) associated to differentially expressed transcripts are presented in descending order (–log_10_ of *p*-value in *x*-axis). As detailed in Supplementary Table S4, *p*-values of the significantly enriched terms vary between 2.6 × 10^-7^ and 4.6 × 10^-3^. The number of genes for each term is indicated on the right. **(B)** Genes identified in the glutamatergic synapse term. **(C)** Genes identified in the calcium signaling pathway term. **(D)** Genes identified in the GABAergic synapse term. Fold change (*x*-axis) in **(B–D)** is the ratio between transcript abundance value measured in *Hoxa5* control and transcript abundance value measured in *Hoxa5* cKO in RNA-Seq analysis (see Supplementary Table S3 for detailed values).

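Among the glutamate receptors and transporters that the paper discusses, *Grm4*, *Grin2c*, *Slc1a6* and *Slc1a3* were called lower in the libraries labelled cKO, while most genes of these families were not called. The metabotropic receptor gene *Grm4* had 37.9 ± 7.99 CPM in libraries labelled cKO, against 61.8 ± 9.83 CPM in controls (SD, n = 3 each), a log2 fold change of -0.70 (standard error 0.12, adjusted p = 0.0109 from edgeR). The NMDA receptor subunit gene *Grin2c* had 81.3 ± 11.8 CPM in the libraries labelled control and 55.1 ± 2.08 CPM in those labelled cKO (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.08, adjusted p = 0.00309 from edgeR). *Slc1a6*, the glutamate transporter of Purkinje cells, had a log2 fold change of -0.70 (standard error 0.13, adjusted p = 0.0227 from edgeR), and the glial transporter gene *Slc1a3* had a log2 fold change of -0.33 (standard error 0.06, adjusted p = 0.0125 from edgeR). *Slc17a7*, which encodes VGLUT1, had a log2 fold change of -0.37 (standard error 0.08, adjusted p = 0.0675 from edgeR) and was not called. In all 5 genes each library labelled cKO was below each control. Without control replicate 1 the calls of *Grm4* (adjusted p = 0.0804), *Slc1a6* (0.176) and *Slc1a3* (0.131) were lost in edgeR. *Slc1a6* was lost without control replicate 2 as well (0.0513), and *Slc1a3* without cKO replicate 3 (0.0505). *Slc17a7* was called without control replicate 3 (0.00243) and without cKO replicate 1 (0.0432). DESeq2 called *Slc17a7* and not *Grm4*. The adjusted p of edgeR, DESeq2 and limma over all alternatives began at 6.83e-06 (*Grm4*), 5.13e-04 (*Slc1a6*), 2.14e-04 (*Slc1a3*) and 0.00243 (*Slc17a7*) and reached 1. Of the 9 genes of Figure 2B, 8 were called lower, and all 9 when adjusted over the list alone. This is not independent evidence, since the study chose them on these libraries. With 1 library left out, edgeR called 4 (without control replicate 1) to 9 (without control replicate 3 or cKO replicate 1) of them.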

Detailed analysis of candidate target genes involved in glutamatergic synapse revealed downregulation of several receptors and transporters, such as the metabotropic glutamate receptor *Grm4*, the subunit of the *N*-methyl-D-aspartate (NMDA) receptor *Grin2c*, the L-glutamate transmembrane transporters *Slc1a6 (Eaat4)* and *Slc1a3 (Eaat1, Glast)* and the vesicular glutamate transporter *Slc17a7 (Vglut1)* (**Figure 2B**). 

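The adenylyl cyclase gene *Adcy1* was lower in the 3 libraries labelled cKO than in the controls. *Adcy1*, on chromosome 11 from 7063489 to 7178961, had a mean of 427 ± 102 CPM under the control label and 249 ± 12.7 CPM under the cKO label (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.11, adjusted p = 0.0014 from edgeR). *Adcy1* kept its call in edgeR without any 1 of the 6 libraries.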

Downstream effectors, such as *Prkcg*, the member of the PKC family that regulates NMDA receptors trafficking (Lan et al., 2001), and the synaptic plasticity modulator *Adcy1* were also downregulated (Wang and Zhang, 2012). 

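The receptor gene *Itpr1* and the scaffold gene *Homer3* were lower in the libraries labelled cKO, and both are expressed strongly in Purkinje cells. *Itpr1*, on chromosome 6 from 108213096 to 108551229, had 194 ± 23.5 CPM in libraries labelled cKO, against 387 ± 98.4 CPM in controls (SD, n = 3 each), with an adjusted p of 5.73e-04 from edgeR. *Homer3* had 17.8 ± 4.39 CPM in the libraries labelled control and 9.28 ± 0.613 CPM in those labelled cKO (SD, n = 3 each), a log2 fold change of -0.94 (standard error 0.15, adjusted p = 0.00405 from edgeR). Each library labelled cKO was below each control for both genes.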

Other candidate targets include members of the inositol 1,4,5-trisphosphate (IP3) pathway: *Itpr1* (inositol 1,4,5-trisphosphate receptor), which mediates calcium release from the endoplasmic reticulum, and its interactor *Homer3* (**Figure 2B**) (Kammermeier, 2006; Mizutani et al., 2008; Goto and Mikoshiba, 2011). Several of these targets are also influenced by calcium or involved in calcium signaling: *Itpr1, Adcy1, Prkcg*, and *Grin2c* (**Figure 2C**) (Oancea and Meyer, 1998; Wong et al., 1999; Goto and Mikoshiba, 2011). 

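*Car8*, *Itpka* and *Atp2a3*, genes tied to calcium signaling, were lower in the libraries labelled cKO. *Car8* had a mean of 71.2 ± 28.1 CPM under the control label and 22.8 ± 2.93 CPM under the cKO label (SD, n = 3 each), a log2 fold change of -1.64 (standard error 0.19, adjusted p = 4.32e-04 from edgeR). *Atp2a3* had a log2 fold change of -1.27 (standard error 0.19, adjusted p = 0.00309 from edgeR), and *Camk4* had a log2 fold change of -0.54 (standard error 0.08, adjusted p = 0.00309 from edgeR). *Itpka*, at 5.03 CPM in the controls, had a log2 fold change of -1.37 (standard error 0.26, adjusted p = 0.0236 from edgeR). The call of *Itpka* was lost in edgeR without control replicate 1 (adjusted p = 0.175), cKO replicate 2 (0.0951) or cKO replicate 3 (0.0808). Of the 9 genes of Figure 2C, 7 were called lower, and all 9 when adjusted over the list alone, though the study chose them on these libraries. *Pde1c* had a log2 fold change of -0.35 (standard error 0.08, adjusted p = 0.0521 from edgeR), and was called without cKO replicate 1 (0.00308). *Slc8a2* had a log2 fold change of -0.38 (standard error 0.11, adjusted p = 0.242 from edgeR). With 1 library left out it was not called, at -0.22 (without control replicate 1) to -0.48 (without control replicate 3). Across the alternatives of edgeR, DESeq2 and limma, the adjusted p spanned 5.69e-04 (*Itpka*) and 0.00308 (*Pde1c*) to 1.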

Additional downregulated targets involved in calcium signaling pathway are: *Camk4*, the calcium/calmodulin-dependent protein kinase IV involved in neural calcium signaling; *Atp2a3*, the ATPase endoplasmic reticulum Ca^2+^ transporting 3; *Itpka*, the inositol-trisphosphate 3-kinase; and *Car8*, the carbonic anhydrase 8 which regulates calcium homeostasis through ITPR1 inhibition (Zhuang et al., 2015). 

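Of the glutamate and GABA receptor genes, *Gabra6* and *Gabrd* had the largest falls. The paper places *Gabra6*, a GABA receptor subunit gene, in cerebellar granule cells and some precerebellar nuclei. The gene lies on chromosome 11 from 42306362 to 42321131. It had 14.8 ± 3.25 CPM in libraries labelled cKO, against 57.0 ± 20.1 CPM in controls (SD, n = 3 each), a log2 fold change of -1.93 (standard error 0.19, adjusted p = 8.14e-05 from edgeR). *Gabrd* had 12.1 ± 3.97 CPM in the libraries labelled control and 3.66 ± 0.804 CPM in those labelled cKO (SD, n = 3 each), a log2 fold change of -1.72 (standard error 0.21, adjusted p = 6.76e-04 from edgeR). The glutamine transporter gene *Slc38a5* had a log2 fold change of -0.74 (standard error 0.17, adjusted p = 0.065 from edgeR) and was not called, although each library labelled cKO was below each control. The other GABA receptor genes held no call. Of the 5 genes of Figure 2D, 4 were called lower, and 5 when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries.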

Finally, downregulated transcripts involved in GABAergic synapse included the two GABA receptor subunits *Gabra6* and *Gabrd*, which were highly downregulated in mutants (fold change >3) and the System N Glutamine Transporter *Slc38a5* (SNAT5) (**Figure 2D**). 

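The postsynaptic list, of scaffolds and synapse organizers, held 4 lower calls in 38 genes: *Cbln3*, *Cbln1*, *Homer3* and *Lrrtm3*. The paper describes CBLN1 as part of an organizer that spans the synapse, so not every call of this list is strictly postsynaptic. The presynaptic list, of genes of transmitter release, held 2 lower calls in 45 genes. When adjusted over the list alone the counts were 6 and 3. The median log2 fold changes were -0.00484 and 0.00472, with camera's adjusted p of 0.112 and 0.266. Lower calls were more frequent than among all named loci in the postsynaptic list (one-sided Fisher's exact test, adjusted p = 2.73e-04), and the presynaptic list was not past the threshold (0.0828). The mean level of the postsynaptic list was lower in each library labelled cKO than in each control (two-sided exact permutation test, p = 0.1, the smallest possible), and that of the presynaptic list was not (p = 0.3). The mean log2 fold change of the presynaptic list was -0.04, of the other sign than its median. The difference between the lists was not tested.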

As indicated by the two enriched GO terms postsynaptic membrane and postsynaptic cell membrane (**Figure 2A** and Supplementary Table S4), most of the downregulated transcripts involved in glutamatergic synapse and GABAergic signal are mainly postsynaptic.

In summary, deletion of *Hoxa5* gene function early after birth causes downregulation of numerous genes involved in synaptic function in the brain few weeks after. 

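Outside the cerebellar cell types and the study's own genes, the median change of synaptic genes was near 0 in the libraries labelled cKO. The median log2 fold change of 117 genes of glutamate and GABA receptors, transmitter release and postsynaptic scaffolds that are in no list of cerebellar cells and not among the study's genes was 0.01 (95% bootstrap interval -0.00789 to 0.0298). This set leaves out 9 of the 12 synaptic genes of these kinds that were called lower, so it does not speak for them. The paper states that loss of *Hoxa5* after birth lowers genes of glutamate, GABA and calcium signaling.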

Notably, transcripts of multiple genes coding major players of glutamate and GABA neurotransmission, as well as key actors of calcium signaling, were downregulated. Due to the absence of highly enriched terms associated to upregulated genes (Supplementary Table S5), further analysis was carried out only for downregulated genes.

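The 6 genes that were higher in the libraries labelled cKO fell in few of the gene lists. *H2-K1* belongs to the list of histocompatibility and interferon genes, *Mgp* to that of meningeal fibroblasts and *Xist* to that of sex-linked genes, where no other member was called. Among the transcripts that the paper calls upregulated, 5 were called higher by edgeR, and all 18 had a positive log2 fold change. *Rn45s* and *Lars2*, among these 18 and in the list of ribosomal RNA and related loci, were not called here (adjusted p = 0.176 and 0.161 from edgeR) and stood out in cKO replicate 3, with 154479 and 62927 fragments, against 36901 to 71963 and 4520 to 28513 in the other 5 libraries.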

### RT-qPCR Analysis of HOXA5 Candidate Targets in the Pons and Medulla Oblongata

A subset of candidate HOXA5 target genes identified by RNA-Seq analysis was analyzed by real-time RT-qPCR. Selection of genes was based on GO functional annotations, expression fold changes, and literature. 

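All 14 candidate targets in the RT-qPCR of Table 1 were called lower in the sequenced libraries labelled cKO. *Hoxa5*, which the study also measured by RT-qPCR, was not called with all 6 libraries. The 14 genes fell at least 1.5-fold, and in each of them every library labelled cKO was below every control. *Cadps2* had a mean of 84.7 ± 11.8 CPM under the control label and 53.6 ± 3.52 CPM under the cKO label (SD, n = 3 each). *Calb1* had 54.8 ± 3.17 CPM in libraries labelled cKO, against 88.2 ± 17.7 CPM in controls (SD, n = 3 each), a log2 fold change of -0.69 (standard error 0.10, adjusted p = 0.00309 from edgeR). *En2* had a log2 fold change of -1.06 (standard error 0.16, adjusted p = 0.00338 from edgeR), *Wnt7a* a log2 fold change of -0.79 (standard error 0.12, adjusted p = 0.0032 from edgeR) and *Neurod2* a log2 fold change of -0.64 (standard error 0.13, adjusted p = 0.0421 from edgeR). The call of *Neurod2* was lost in edgeR without control replicate 1 (adjusted p = 0.350), control replicate 2 (0.170), cKO replicate 2 (0.190) or cKO replicate 3 (0.139). Over all alternatives of edgeR, DESeq2 and limma the adjusted p ran from 0.00243 (*Neurod2*) up to 1. Without control replicate 1, 10 of the 14 genes were called. All 14 pass when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries.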

Genes that were downregulated at least 1.5-fold in *Hoxa5* cKO brainstem (Supplementary Table S4) and known to be functionally related to synapse and calcium signaling (**Figures 2B–D**) were favored. *Zic* genes encoding transcription factors were also selected based on their known expression and critical function in mossy fibers precerebellar neurons (Dipietrantonio and Dymecki, 2009). 

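*Zic1* and *Zic2* were lower in each library labelled cKO than in each control. *Zic1*, on chromosome 9 from 91358050 to 91365799, had 123 ± 18.6 CPM in the libraries labelled control and 72.3 ± 1.64 CPM in those labelled cKO (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.08, adjusted p = 1.63e-04 from edgeR). *Zic2* had a mean of 33.4 ± 5.89 CPM under the control label and 20.0 ± 1.73 CPM under the cKO label (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.11, adjusted p = 0.00338 from edgeR). Granule neurons also express these genes.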

For quantitative analysis through RT-qPCR, we improved the resolution of the analysis by measuring RNA levels of the selected genes in dissected pons and caudal part of the medulla oblongata since HOXA5 expression was shown to be enriched in these restricted areas (Supplementary Figure S1) (Lizen et al., 2017).

RT-qPCR confirmed downregulation of *Cadps2, Wnt7a, Zic2, Neurod2, Zic1, Prkcg, Grm4, Adcy1*, and *Homer3* in the dissected medulla oblongata of *Hoxa5* cKO specimens (*p*-value <0.05; **Table 1**). For *Gabra6, Cbln3, En2*, and *Slc1a6*, transcript levels were reduced in *Hoxa5* cKO samples compared to *Hoxa5* control but did not reach the significance (*p*-value between 0.1 and 0.3) (**Figure 3A** and **Table 1**). In the pons of *Hoxa5* cKO, *Calb1* was the only candidate for which the downregulation was close to the level of significance (*p*-value 0.0519), but the level of *Zic1* was also reduced in *Hoxa5* cKO samples compared to *Hoxa5* control, although it did not reach the significance (*p*-value 0.169) (**Figure 3B** and **Table 1**). Indeed, although we observed reduced transcription levels for several other candidate genes, the variability between the samples, possibly explained by the absence of precise landmarks for macro-dissection, prevented us from concluding.

**Table 1:** RT-qPCR analysis of selected candidate target genes of HOXA5 in the medulla oblongata and pons.

	Target genes	Fold change	*p*-value
Medulla	*Cadps2*	1.52	0.0052^∗∗^
Oblongata	*Wnt7a*	3.21	0.0076^∗∗^
	*Zic2*	1.61	0.0061^∗∗^
	*NeuroD2*	1.45	0.0063^∗∗^
	*Zic1*	1.37	0.0088^∗∗^
	*Prkcg*	1.30	0.0091^∗∗^
	*Grm4*	1.56	0.0243^∗^
	*Adcy1*	1.60	0.0381^∗^
	*Homer3*	1.26	0.0463^∗^
	*Gabra6*	2.49	0.0672
	*En2*	1.42	0.2089
	*Slc1a6*	1.49	0.2856
	*Cbln3*	1.27	0.2662
	*Calb1*	0.95	0.6538
Pons	*Calb1*	1.30	0.0519
	*Zic1*	1.22	0.1649

*p-values are from ANOVA test. *n* = 3–6 for *Hoxa5* control brains, *n* = 3–8 for *Hoxa5* cKO brains. Asterisks depict statistically significant differences in *Hoxa5* cKO brains compared with *Hoxa5* control brains: ^∗∗^*p* < 0.01 and ^∗^*p* < 0.05.*

**FIGURE 3:**
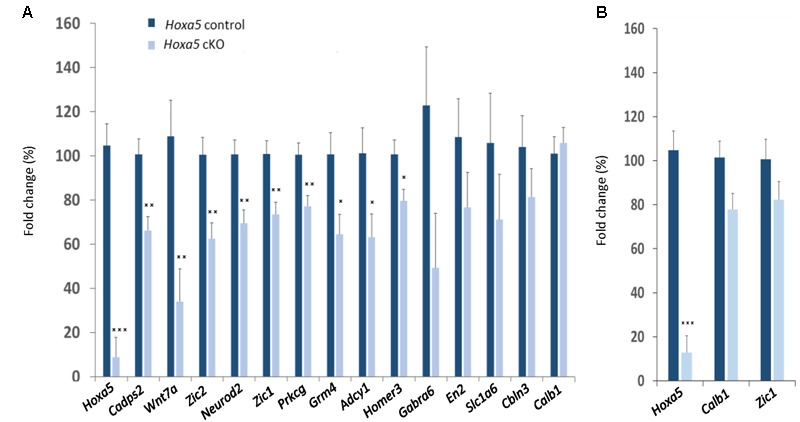
RT-qPCR analysis of selected candidate target genes of HOXA5 in the medulla oblongata **(A)** and pons **(B)** of tamoxifen-treated *Hoxa5*^flox/flox^*;CMV-CreER*^T2-/-^ (*Hoxa5* control; dark blue) and tamoxifen-treated *Hoxa5*^flox/flox^*;CMV-CreER*^T2+/-^ (*Hoxa5* cKO; light blue) at P21. Data are reported as means ± SEM. Asterisks depict statistically significant differences compared with *Hoxa5* control brains: ^∗∗∗^*p* < 0.001, ^∗∗^*p* < 0.01, and ^∗^*p* < 0.05. *p*-Values are from ANOVA test and are provided in **Table 1**. *n* = 3–6 for *Hoxa5* control brains, *n* = 3–8 for *Hoxa5* cKO brains. The relative transcripts abundance is calculated using the 2^-ΔΔCt^ method as detailed in Section “Materials and Methods,” where normalized values measured in *Hoxa5* cKO are reported to normalized values measured in *Hoxa5* control. The fold change is presented as a percentage of this value: (2^-ΔΔCt^) × 100.

Thus, RT-qPCR data confirmed the RNA-Seq results, thereby validating the robustness of the analysis. Moreover, this analysis suggested region-specific regulation of HOXA5 downstream genes. This prompted us to evaluate the neuroanatomical expression profiles of HOXA5 candidate target genes.

### Anatomical and Cellular Localization of HOXA5 Candidate Targets Expression in the Postnatal Brainstem

To gain insights into the expression pattern of candidate target genes in brainstem, ISH was performed on the brain of wild-type mice at P21. Probes were designed for the subset of target genes analyzed by RT-qPCR (see above for criteria). Reliable labeling was detected for *Calb1, Cadps2, Camk4, Cbln1, Grin2c, Itpr1, Neurod2, Vglut1, Wnt7a, Zic1*, and *Zic2* in *Hoxa5*-expressing nuclei (**Table 2**).

**Table 2:** Neuroanatomical localization of HOXA5 candidate target genes expression in *Hoxa5*-expressing nuclei, as evaluated by *in situ* hybridization analysis.

	HOXA5 positive nuclei	Detected transcripts
Medulla	XII (hypoglossal nucleus)	*Calb1, Itpr1, Vglut1, Wnt7a*
Oblongata	X (nucleus x)	*Cbln1, Grin2c, Vglut1, Zic1*
	SPIV (spinal vestibular nucleus)	*Cadps2*
	MV (medial vestibular nucleus)	*Cadps2, Grin2c, Zic1*
	PRP (nucleus prepositus)	*Cadps2, Grin2c, Zic1*
	PARN (parvicellular reticular nucleus)	*Calb1, Cbln1*
	MDRN (medullary reticular nucleus)	*Calb1*
	IRN (intermediate reticular nucleus)	*Itpr1*
	GRN (gigantocellular reticular nucleus)	*Cadps2, Cbln1*
	DMX (dorsal motor nucleus of the vagus nerve)	*Cadps2, Calb1*
	LRN (lateral reticular nucleus)	*Camk4, Cbln1, NeuroD2, Vglut1, Zic1, Zic2*
	SPVI (spinal nucleus of the trigeminal, interpolar part)	*Cbln1, Itpr1, Vglut1*
	SPVC (spinal nucleus of the trigeminal, caudal part)	*Adcy1, Calb1, Cbln1*
	NTS (nucleus of the solitary tract)	*Calb1, Cbln1, Zic1*
	ECU (external cuneate nucleus)	*Camk4, Cbln1, Grin2c, Vglut1, Zic1, Zic2*
	GR (gracile nucleus)	*Cbln1*
	CU (cuneate nucleus)	*Cbln1*
	AP (area postrema)	*Zic1*
Pons	IF5 (interfascicular trigeminal nucleus)	*Cbln1, NeuroD2, Vglut1, Zic1*
	TRN (tegmental reticular nucleus)	*Camk4, NeuroD2, Vglut1, Zic1, Zic2*
	PG (pontine gray)	*Camk4, NeuroD2, Vglut1, Zic1, Zic2*
	KF (koelliker-fuse subnucleus)	*Calb1*

Nuclei that showed the highest enrichment in candidate target genes are the PG, the tegmental reticular nucleus (TRN), the lateral reticular nucleus (LRN) and the external cuneate nucleus (Parys et al., 2012), which are all major precerebellar nuclei providing inputs almost exclusively to the cerebellum. By forming mossy fibers that synapse onto the cerebellar granule cells, those nuclei are essential for coordinated motor activity, motor learning, and procedural memory (Rodriguez and Dymecki, 2000; Fu et al., 2013). Expression of *Camk4, Neurod2, Vglut1, Zic1*, and *Zic2* was observed in the PG and TRN, in a pattern overlapping with *Hoxa5* expression (**Figure 4** and **Table 2**). *Cbln1, Neurod2, Vglut1*, and *Zic1* transcripts were also detected in the interfascicular trigeminal nucleus (IF5), another *Hoxa5*-expressing major precerebellar pontine nucleus (**Figure 4** and **Table 2**). Co-labeling by double ISH revealed that all *Hoxa5*-positive cells were also positive for *Camk4, Zic1*, and *Zic2* in these nuclei (**Figures 4C,F,I,L**). In the medulla oblongata, *Camk4, Cbln1, NeuroD2, Vglut1, Zic1*, and *Zic2* expression was detected in the LRN as *Hoxa5* (**Figure 5** and **Table 2**). As observed in the pons, all the *Hoxa5*-positive cells in the caudal part of LRN were also *Camk4, NeuroD2, Zic1*, and *Zic2*-positive, while only a portion of *Hoxa5*-positive cells were *Cbln1*-positive (**Figures 5C,F,I** and data not shown). In the external cuneate nucleus, signal for *Cbln1, Grin2c, Vglut1, Zic1*, and *Zic2* was detected (**Table 2**). For *Zic1* and *Zic2*, the signal seemed to completely co-localize with *Hoxa5* expression, while only a portion of *Hoxa5*-positive cells were *Cbln1*-positive (data not shown). In addition to major precerebellar nuclei, transcripts of target genes were also detected in minor precerebellar nuclei, which have a less prominent projection to cerebellum, as illustrated in the caudal part of the spinal nucleus of the trigeminal (SPVC) for *Adcy1* and *Cbln1* (**Figures 5K,N** and **Table 2**). In this nucleus, co-localization of *Adcy1* and *Cbln1* with *Hoxa5* was partial (**Figures 5L,O**).

**FIGURE 4:**
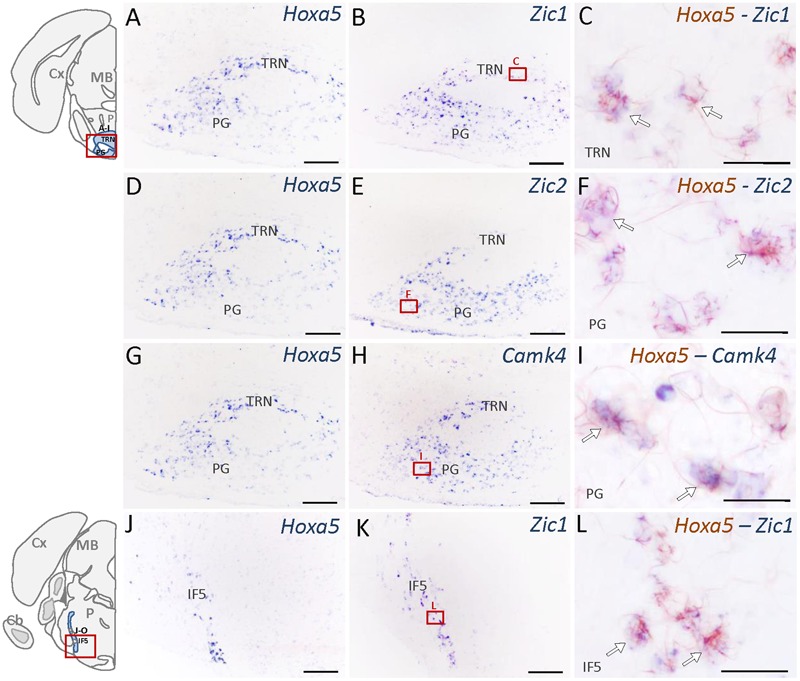
Expression of HOXA5 candidate target genes in the pons analyzed by single and double *in situ* hybridization (ISH) on coronal cryosections of P21 mouse brains. Schematic views of coronal brain sections illustrate brain structures while square red boxes on the schemes refer to the localization of single ISH pictures. In double ISH (right column) *Hoxa5* signal is in red/brown precipitate while target gene signal is in blue. Localization of double ISH pictures is illustrated by square red boxes on the single ISH pictures (middle column). **(A–C)** Signal of *Hoxa5* and *Zic1* in the pontine gray (PG) and tegmental reticular nucleus (TRN). **(D–F)** Signal of *Hoxa5* and *Zic2* in PG and TRN. **(G–I)** Signal of *Hoxa5* and *Camk4* in PG and TRN. **(J–L)** Signal of *Hoxa5* and Zic1 in the interfascicular trigeminal nucleus (IF5). As illustrated in the right column, many *Hoxa5*-positive cells also show labeling for target gene transcripts (white arrows). *n* = 2–4 brains hybridized for *Hoxa5* and each target genes in single and double ISH. Cb, cerebellum; Cx, cortex; MB, mid brain; P, pons. Medial is on the right, lateral is on the left. Scale bar 200 μm in **(A,B,D,E,G,H,J,K)**; 100 μm in **(C,F,I,L)**.

**FIGURE 5:**
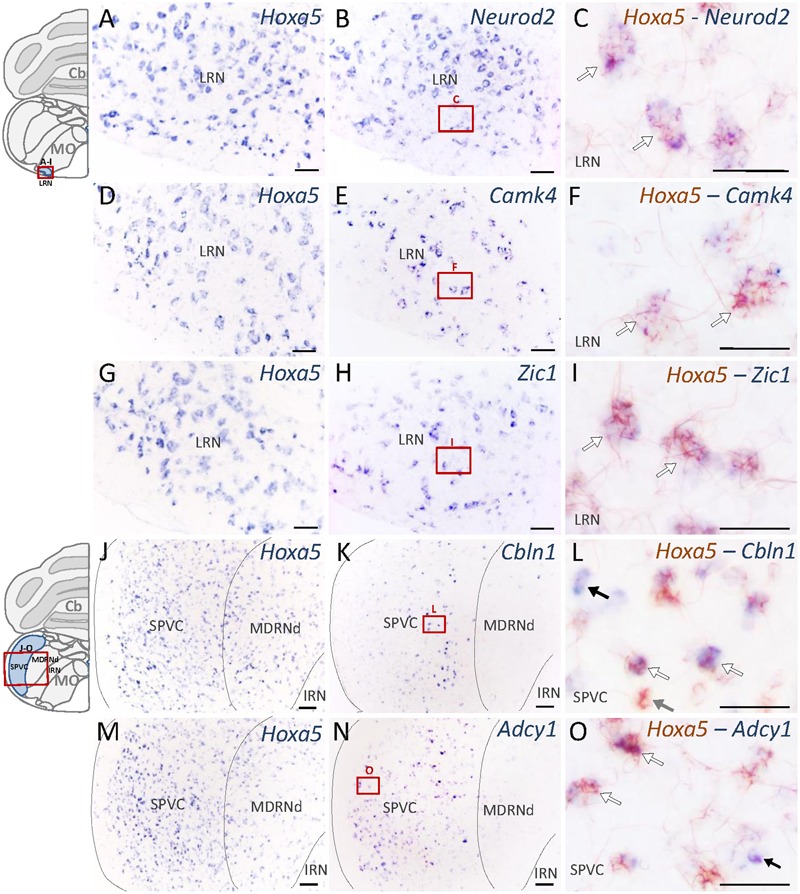
Expression of HOXA5 candidate target genes in the medulla oblongata analyzed by single and double *in situ* hybridization (ISH) on coronal cryosections of P21 mouse brains. Schematic views of coronal brain sections illustrate brain structures while square red boxes on the schemes refer to the localization of single ISH pictures. In double ISH (right column) *Hoxa5* signal is in red/brown precipitate while target gene signal is in blue. Localization of double ISH pictures is illustrated by square red boxes on the single ISH pictures (middle column). **(A–C)** Signal of *Hoxa5* and *Neurod2* in the lateral reticular nucleus (LRN). **(D–F)** Signal of *Hoxa5* and *Camk4* in LRN. **(G–I)** Signal of *Hoxa5* and *Zic1* in LRN. **(J–L)** Signal of *Hoxa5* and *Cbln1* in the caudal part of the spinal nucleus of the trigeminal (SPVC). **(M–O)** Signal of *Hoxa5* and *Adcy1* in SPVC. As illustrated in the right column, many *Hoxa5*-positive cells also show labeling for target gene transcripts. White arrows point to examples of co-localization, while gray arrows show example of cells only positive for *Hoxa5*, and black arrows show example of cells only positive for target genes. *n* = 2–4 brains hybridized for *Hoxa5* and each target genes in single and double ISH. Cb, cerebellum; MO, medulla oblongata. Medial is on the right, lateral is on the left. Scale bar 200 μm in **(A,B,D,E,G,H)**; 500 μm in **(J,K,M,N)**; 100 μm in **(C,F,I,L,O)**.

Altogether, the expression data revealed regionalized expression of several HOXA5 candidate targets in the brainstem of P21 wild-type mice, in patterns that highly overlapped with the *Hoxa5*-expression pattern. Double ISH showed cellular co-localization of *Hoxa5* and candidate targets transcripts in many precerebellar nuclei, although in PG, TRN, IF5, and LRN candidate targets displayed broader expression profiles than *Hoxa5* (data not shown). This supports a regulation of these candidate target genes by HOXA5 in the precerebellar system, regulation that could be either direct or indirect.

## Discussion

To tackle HOXA5 functions in the pons and medulla oblongata after birth, we analyzed the transcriptional programs downstream of HOXA5 in the brainstem. We found that HOXA5 regulates many genes associated to synaptic function. Indeed, GO analysis revealed that numerous transcripts downregulated in *Hoxa5* mutants are involved in glutamate synapse, GABAergic synapse and calcium signaling. Using RT-qPCR, we confirmed and extended these data, validating the robustness of the analysis and suggesting region-specific regulation of HOXA5 on target genes. By ISH, we also revealed the co-expression of *Hoxa5* with its targets, especially in nuclei of the precerebellar system.

### Functions of Genes with Downregulated Expression in *Hoxa5* Mutant Brainstem

Strikingly, very few candidate target genes are components or essential regulators of the Wnt/β-catenin, FGF, and TGF-β/Activin/BMP signaling pathways that have been identified as downstream pathways of several HOX proteins in embryonic development, neural differentiation and tumorigenesis (Chen et al., 2005; Schiedlmeier et al., 2007; Bami et al., 2011; Makki and Capecchi, 2011; Donaldson et al., 2012; Carroll and Capecchi, 2015; Duan et al., 2015; Hrycaj et al., 2015; Roux et al., 2015; Karmakar et al., 2017; Zhang et al., 2017). Moreover, except from *Pcp2* (see Supplementary Table S3, line 17), none of the already identified direct or indirect targets of HOXA5 was significantly downregulated in our analysis (e.g., *Ptn, Fslt1*) (Sanlioglu et al., 1998; Chen et al., 2005; Boucherat et al., 2013). 

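In the Wnt, FGF and TGF-β families, few genes were called. In the FGF list, 4 of 31 were called lower (5 when adjusted over the list alone; median log2 fold change 0.00223): *Cnpy1*, *Dusp5* (-1.25), *Etv1* (-0.56) and *Fgf14* (-0.27, adjusted p = 0.0103 from edgeR, which rose to 0.140 without control replicate 1). In the Wnt list, 1 of 57 was called lower (1 when adjusted over the list alone; median log2 fold change -0.00348), namely *Wnt7a*. In the TGF-β and BMP list, 2 of 50 were called lower (4 when adjusted over the list alone; median log2 fold change -0.01): *Gdf10*, a gene of Bergmann glia, and *Ltbp2* with a log2 fold change of -1.36 (standard error 0.29, adjusted p = 0.0439 from edgeR). The call of *Ltbp2* was lost when any library but cKO replicate 1 was left out, with an adjusted p of 0.0711 (without control replicate 3) to 0.273 (without control replicate 1) from edgeR. The adjusted p of edgeR, DESeq2 and limma over all alternatives began at 6.68e-04 (*Fgf14*) and 0.00861 (*Ltbp2*) and reached 1. The mean of the FGF list was -0.13, of the other sign than its median. Lower calls were more frequent than among all named loci in the FGF list (one-sided Fisher's exact test, adjusted p = 1.29e-04). They were not in the Wnt (0.662) or the TGF-β and BMP list (0.0954), and the difference between the lists was not tested. The FGF enrichment rests on the 4 calls named above, and whether these reflect FGF signaling was not tested. With the level of cerebellar markers as a covariate, which is confounded with the genotype, edgeR called none of the 4. The mean level of the FGF list was lower in each library labelled cKO than in each control (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow; Wnt list p = 0.4, TGF-β and BMP list p = 0.2). As whole sets the 3 lists did not move by camera, with adjusted p of 0.311, 0.567 and 0.657.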

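*Pcp2*, a gene of Purkinje cells, was lower in the libraries labelled cKO, and *Ptn* and *Fstl1* were not. *Pcp2* had 4.36 ± 1.53 CPM in libraries labelled cKO, against 15.5 ± 5.14 CPM in controls (SD, n = 3 each), a log2 fold change of -1.81 (standard error 0.23, adjusted p = 6.76e-04 from edgeR). *Ptn* had 226 ± 6.03 CPM in the libraries labelled control and 228 ± 20.9 CPM in those labelled cKO (SD, n = 3 each), with a log2 fold change of 0.02 (standard error 0.06, adjusted p = 0.980 from edgeR) that was slightly below 0 without control replicate 3, cKO replicate 1 or cKO replicate 2, and with the level of Y-linked genes as a covariate. *Fstl1* had a log2 fold change of 0.08 (standard error 0.06, adjusted p = 0.870 from edgeR). A list of 7 tested genes held those that the paper names as regulated by HOXA5 or by genes of its paralog group, *Unc5b* and *Ret* among them. Only *Pcp2* of the 7 was called by edgeR, and their median log2 fold change was 0.02 (mean -0.24).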

Our data support a model in which HOX transcription factors regulate the expression of different target genes depending on the ontogenetic context. In the postnatal brainstem, HOXA5 seems to specifically participate in the regulation of synaptic function.

Indeed, GO analysis and literature mining revealed that about 40% of the candidate genes are associated to the synapse, notably the glutamatergic synapse. A tentative synthesis of the functional links between proteins encoded by the HOXA5 candidate target genes associated to the glutamatergic synapse and calcium/calcium signaling is illustrated in **Figure 6A**, highlighting the importance of partnership between these molecules. Although the GABAergic synapse was not among the most significant enriched terms, the associated genes were among those whose fold change was the highest, such as *Gabra6* and *Gabrd* (**Figure 6B**).

**FIGURE 6:**
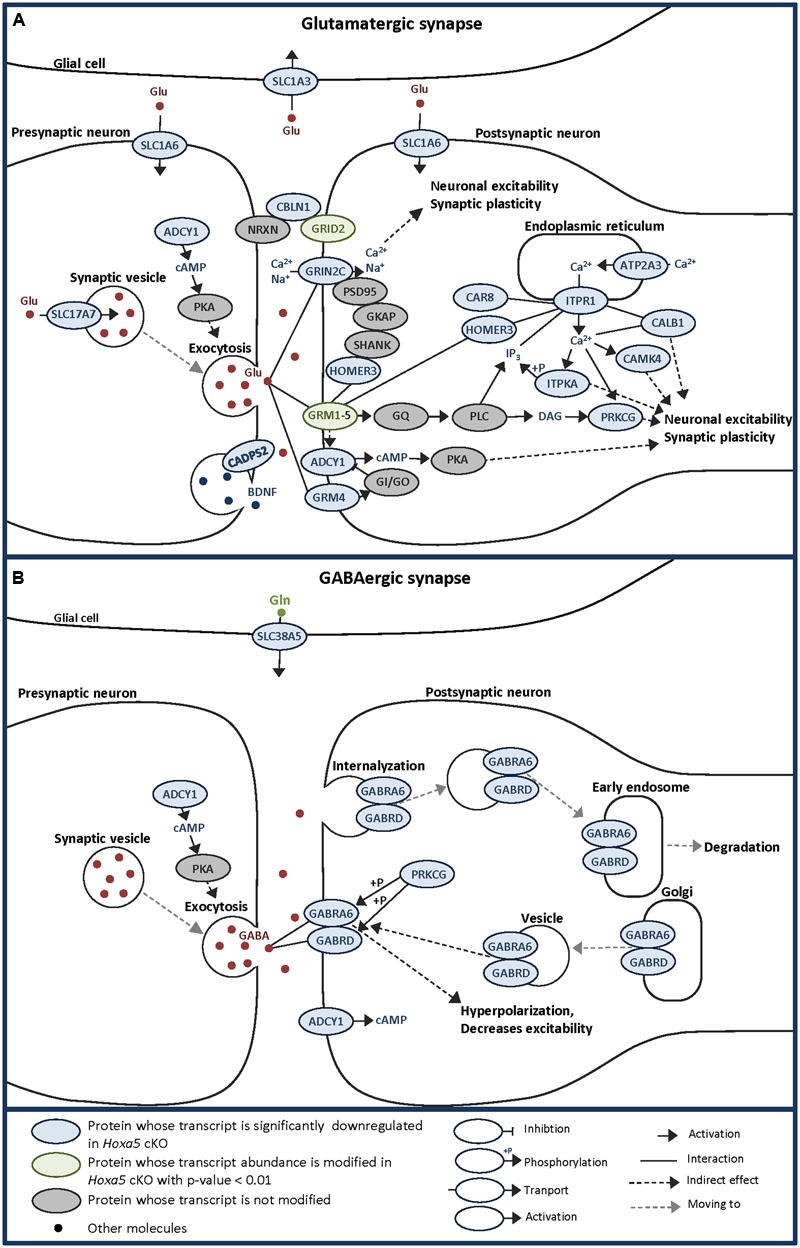
Schematic representations of glutamatergic **(A)** and GABAergic **(B)** synapses allowing to visualize the localization and potential links between HOXA5 potential targets identified by transcriptome analysis of P21 brainstem in this study. Adapted from KEGG pathway database. *Hoxa5* cKO: tamoxifen-treated *Hoxa5*^flox/flox^*;CMV-CreER*^T2+/-^; *Hoxa5* control: tamoxifen-treated *Hoxa5*^flox/flox^; *CMV-CreER*^T2-/-^.

Most of the downregulated transcripts in *Hoxa5* mutants involved in glutamatergic synapse are mainly postsynaptic while only a few are presynaptic (**Figure 6A**). Among the postsynaptic actors, we identified the two glutamate receptors: GRM4, a G protein-coupled receptor involved in the inhibition of cyclic AMP cascade, and GRIN2C, a NMDA receptor subunit that forms a channel permeable to calcium, potassium, or sodium depending on the other subunits. In the downstream pathway, we detected the calcium release mediator ITPR1, together with three of its interacting proteins, namely HOMER3, CAR8 and CALB1 (Tu et al., 1998; Hirota et al., 2003). Many proteins whose activity is influenced by calcium were identified, such as CAMK4, ADCY1, PRKCG, and ITPKA. 

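The synapse organizer gene *Cbln1* was lower in the 3 libraries labelled cKO than in the controls, and its call held when any 1 of the 6 libraries was left out. *Cbln1* had a mean of 57.8 ± 12.5 CPM under the control label and 32.0 ± 1.94 CPM under the cKO label (SD, n = 3 each), a log2 fold change of -0.85 (standard error 0.11, adjusted p = 0.00101 from edgeR).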

We also detected the glutamatergic synapse organizer CBLN1, which interacts with NRXN and GRID2 to form a trimolecular trans-synaptic organizer (Hirai et al., 2005; Matsuda et al., 2010; Uemura et al., 2010; Ryu et al., 2012). Interestingly, GRID2 was also found downregulated in *Hoxa5* mutant specimens with a *p*-value <0.01. Through the regulation of these postsynaptic targets, HOXA5 could actively influence neuronal excitability and synaptic plasticity. Among the presynaptic actors of the glutamatergic synapse, we detected Slc17a7 (VGLUT1), which has an essential role during postnatal development by loading presynaptic vesicle with glutamate, thereby regulating the efficacy of neurotransmission (Wojcik et al., 2004). 

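*Cadps2* was lower in each library labelled cKO than in each control, with a log2 fold change of -0.66 (standard error 0.08, adjusted p = 6.76e-04 from edgeR). It lies on chromosome 6 from 23262607 to 23839421 and is also a marker of granule neurons.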

Another presynaptic target of HOXA5 is the Ca^2+^-dependent activator protein for secretion 2 (CADPS2), which enhances release of the neurotrophic factor BDNF involved in the functional maturation of the glutamatergic synapses and essential for normal postnatal cerebellar development (Gottmann et al., 2009; Sadakata and Furuichi, 2009). By regulating *Vglut1* and *Cadps2*, HOXA5 could thus control postnatal development of the cerebellum through the maturation of mossy fiber connections with the granular cells. This hypothesis is also supported by the downregulation of *Zic1* transcripts in *Hoxa5* cKO brainstem, which encode a Zinc-finger transcription factor involved in mossy fiber development (Dipietrantonio and Dymecki, 2009).

Although few members of GABAergic synapses are downregulated in *Hoxa5* mutants, they are specific actors of cerebellar function. Indeed *Gabra6* has been reported to have a very restricted expression in granule cells within the cerebellum and in a subset of precerebellar nuclei (Funfschilling and Reichardt, 2002; Maejima et al., 2013). This GABAa receptor subunit was shown to associate to the δ subunit encoded by *Gabrd* in the cerebellar granule cells, where they could impact on processes underlying motor coordination (Hanchar et al., 2005).

Together, these results support a new role for HOXA5 as a critical regulator of synaptic function, such as glutamatergic synapse integrity, excitability and/or plasticity, during the first three postnatal weeks.

### A Role for *Hoxa5* in the Development of Postnatal Cerebellar Pathways

A key feature of *Hoxa5* expression in the postnatal and adult hindbrain is its enrichment in precerebellar nuclei in the pons and medulla oblongata (Lizen et al., 2017). Neurons of the precerebellar system, which relay both peripheral sensation and cortical input to the cerebellum, derive from the caudal part of the rhombic lip (r6–r8), using tangential migration to reach their final position. It has been suggested that a rhombomere-specific HOX code controls appropriate precerebellar neuron position during tangential migration as well as appropriate cortical input on pontine nuclei. Notably, PG5 HOX proteins were shown to be functionally implicated in the topographic organization of migrating precerebellar pontine neurons (Di Meglio et al., 2013).

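Genes of cerebellar cell types held 29.0% of the named loci called lower. Of 52 marker genes of granule neurons, Purkinje cells, Bergmann glia and cerebellar interneurons, 27 were called lower by edgeR (one-sided Fisher's exact test against the other named loci, p = 8.29e-48). The granule neuron list had 15 lower calls in 20 genes (20 when adjusted over the list alone) and a median log2 fold change of -0.75. The Purkinje cell list had 9 in 18 (11 when adjusted over the list alone) and a median of -0.43, and Bergmann glia 3 in 8 (3 when adjusted over the list alone). With limma's camera and its preset correlation of 0.01 these 3 lists were lower (adjusted p = 2.91e-26, 1.39e-11 and 1.42e-05), and none held with an estimated correlation (adjusted p = 0.221). With the mean level of the restricted markers as a covariate beside the genotype, edgeR called 0 loci (481 at an unadjusted p under 0.05), and this level is confounded with the labels. The lists were written after the study's table of called transcripts had been read. *Fat2*, an adhesion gene of granule neurons, had 65.5 ± 8.33 CPM in libraries labelled cKO, against 204 ± 68.5 CPM in controls (SD, n = 3 each), a log2 fold change of -1.64 (standard error 0.16, adjusted p = 8.14e-05 from edgeR).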

Strikingly, a high proportion of significantly downregulated genes identified in the brainstem of *Hoxa5* cKO mice at P21 are associated to the cerebellum. The ISH analysis revealed that these candidate target genes are also expressed in the precerebellar nuclei, where several co-localize at the cellular level with *Hoxa5*. These results suggest a postnatal requirement of HOXA5 in these nuclei for processes beyond the neuronal migration, such as activity-dependent refinement of neuronal pre-established circuits. As cerebellum grows and matures essentially during the postnatal period, cerebellar and precerebellar circuits are particular vulnerable to environmental signals (Wang and Zoghbi, 2001), as shown for pontine neurons that carry on their maturation during the first weeks after birth. Indeed, around P1, pyramidal tract fibers from the cortex grow toward the PG where they enter and establish synapses. Refinement of cortico-pontine projections is then observed by the decreasing of collateral branches around P16 (Inoue et al., 1991; Leergaard et al., 1995). During this postnatal refinement, both presynaptic (cortico-pontine axons) and postsynaptic (pontine neurons) elements play an active role. Our data support a role for HOXA5 in cortico-pontine projections refinement through regulation of transcripts involved in postsynaptic ending on pontine neurons. Of note, calcium and CAMK4 are part of signaling mechanisms involved in the regulation of dendrite growth, branching, and elongation (Nagendran and Hardy, 2011). A role for ADCY1 in the regulation of synapse stabilization/elimination during the late stage of fine topography of sensory circuits has also been demonstrated (Nicol and Gaspar, 2014). Finally, through its regulation of *Wnt7a*, HOXA5 could influence synapse development, remodeling, and maintenance at both presynaptic and postsynaptic levels (Dickins and Salinas, 2013). This hypothesis is further supported by the involvement of HOX factors in refinement of connectivity in brainstem cochlear neurons (Karmakar et al., 2017), where PG2 HOX proteins present in the postsynaptic neurons, the glutamatergic bushy cells, orchestrate the tonotopic precision of pre-synaptic input.

HOXA5 could also influence the postnatal maturation of pontine output in the granular layer of the cerebellum through regulating presynaptic actors such as VGLUT1 and CADPS2 mentioned above. Involvement of HOXA5 in the postnatal maturation of cortico-ponto-cerebellar connections could affect the different functions in which these circuits are involved such as procedural memory, motor learning, and motor coordination. In this context, it is worth mentioning that our GO analysis revealed enrichment in associated terms (e.g., long-term memory and long-term potentiation).

As PG2 to PG5 *Hox* genes are expressed in pontine nuclei from fetal to postnatal stages (Hutlet et al., 2016), they may share different functions in postnatal maturation of cortico-ponto-cerebellar circuits. Expression of candidate target genes in anterior part of pontine nuclei, where *Hoxa5* is not expressed, suggests co-regulation by HOX proteins expressed more anteriorly in pontine nuclei. These proteins could regionally specify cortico-ponto-cerebellar projections during postnatal maturation through regulation of specific transcriptional codes in each pontine nuclei sub-population. As such, *Hox* genes could be involved in postnatal activity-dependent refinement of topographic precision of connectivity. In support of this hypothesis, a few of our candidate targets genes, such as *Cadps2, Camk4, NeuroD1, Zic1, Cbln1*, were identified downstream of other HOX proteins (Bami et al., 2011; Makki and Capecchi, 2011; Anderson et al., 2013; Karmakar et al., 2017).

### HOXA5 in Synaptic Function and Dysfunction

Glutamatergic synapse dysfunction has profound effects both in neurological diseases and psychiatric disorders such as Parkinson and Alzheimer diseases, depressive disorders, schizophrenia, and autism spectrum disorder (Ravasi et al., 2010). Dysfunction of these synapses in the first week postnatally could impact on ASD. In this context, several genes downregulated in the brainstem of *Hoxa5* cKO mouse at P21, such as *Grm4, Cbln1, En2, Camk4*, and *Cadps2*, have been associated to autism traits either in humans or in mouse models (Sadakata and Furuichi, 2009; Becker et al., 2014; Waltes et al., 2014; Genestine et al., 2015; Krishnan et al., 2017). Moreover, several HOXA5 candidate target genes identified such as *Cbln1, Cbln3, Homer3, Grm4, En2, Atp2a3, Fat2*, and *Car8*, are also downregulated in a recent mouse model of ASD, generated by increasing dosage of E3 ubiquitin ligase UBE3A, which recapitulates a highly penetrant type of autism in humans (Smith et al., 2011; Krishnan et al., 2017). 

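All 10 genes that the paper links to autism were called lower by edgeR in the libraries labelled cKO. In each of them every library labelled cKO was below every control, and 9 of the 10 fell at least 1.5-fold, *Camk4* being the exception. Without control replicate 1, 9 of the 10 were called, all but *Grm4*. All 10 pass when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries.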

Although HOXA5 protein has not been detected in the forebrain-derived territories, which have been mostly investigated in deciphering ASD underlying pathways, recent analysis highlights a role for the cerebellum in the perinatal risks for autism (Wang et al., 2014). Therefore, these data point to HOXA5 as a potential regulator in pathways that are affected in ASD.

## Conclusion

Our molecular phenotyping of *Hoxa5* cKO brainstem at P21 highlights a downregulation of many genes associated with synaptic function in *Hoxa5* mutant. GO analysis and literature mining allowed us to point key actors involved in glutamatergic synapse, calcium signaling pathway, and GABAergic synapse. In agreement with our previous hypothesis, this study supports a new role for HOXA5 in the establishment and refinement/plasticity of precerebellar circuits after birth. Indeed, HOXA5 could orchestrate the cortico-ponto-cerebellar circuit formation and maturation during the postnatal period. As such it could modulate important cerebellar functions such as motor coordination, motor learning, and procedural memory, and its alteration could impact on the development of synaptopathies such as ASD.

## Author Contributions

BL and FG designed the research. LJ provided the mouse transgenic line. BL, CM, JM, TS, M-TA, and AS performed the research. BL, CM, JM, AS, and FG analyzed the data. BL and FG wrote the article with all other authors and LJ revised it critically.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Conditional Loss of Hoxa5 Function Early after Birth Impacts on Expression of Genes with Synaptic Function
**Source:** Front Mol Neurosci. 2017 Nov 15;10:369. doi: 10.3389/fnmol.2017.00369
**Supplement:** Supplementary file 1

| PCR | Step | Temp°C | Time | Note | Primer type | Primers Sequence 5’ 🡪 3’ |
| --- | --- | --- | --- | --- | --- | --- |
| *Hoxa5^flox^* | 1 | 94 | 3 min |  | Hoxa5 loxp Forward | TCT GAT TTA TGC CAA ATA GCA AGC T |
|  | 2 | 94 | 30 sec |  | Hoxa5 loxp Reverse | GAA AGA CGG CAT CCG TGT AAG |
|  | 3 | 58 | 30 sec |  |  |  |
|  | 4 | 72 | 1 min | repeat steps 2-4 for 40 cycles |  |  |
|  | 5 | 72 | 10 sec |  |  |  |
|  | 6 | 4 | - | hold |  |  |
| *CMV-CreER^T2^* | 1 | 95 | 5 min |  | Cre Forward | GTC CGG GCT GCC ACG ACC AA |
|  | 2 | 94 | 1 min |  | Cre Reverse | ACG GAA ATC CAT GCG TCG ACC AGT T |
|  | 3 | 65 | 1 min |  |  |  |
|  | 4 | 72 | 30 sec | repeat steps 2-4 for 33 cycles |  |  |
|  | 5 | 72 | 10min |  |  |  |
|  | 6 | 4 | - | hold |  |  |

**Table S1:** PCR program and primers sequences

# Supplementary material for: Conditional Loss of Hoxa5 Function Early after Birth Impacts on Expression of Genes with Synaptic Function
**Source:** Front Mol Neurosci. 2017 Nov 15;10:369. doi: 10.3389/fnmol.2017.00369
**Supplement:** Supplementary file 6

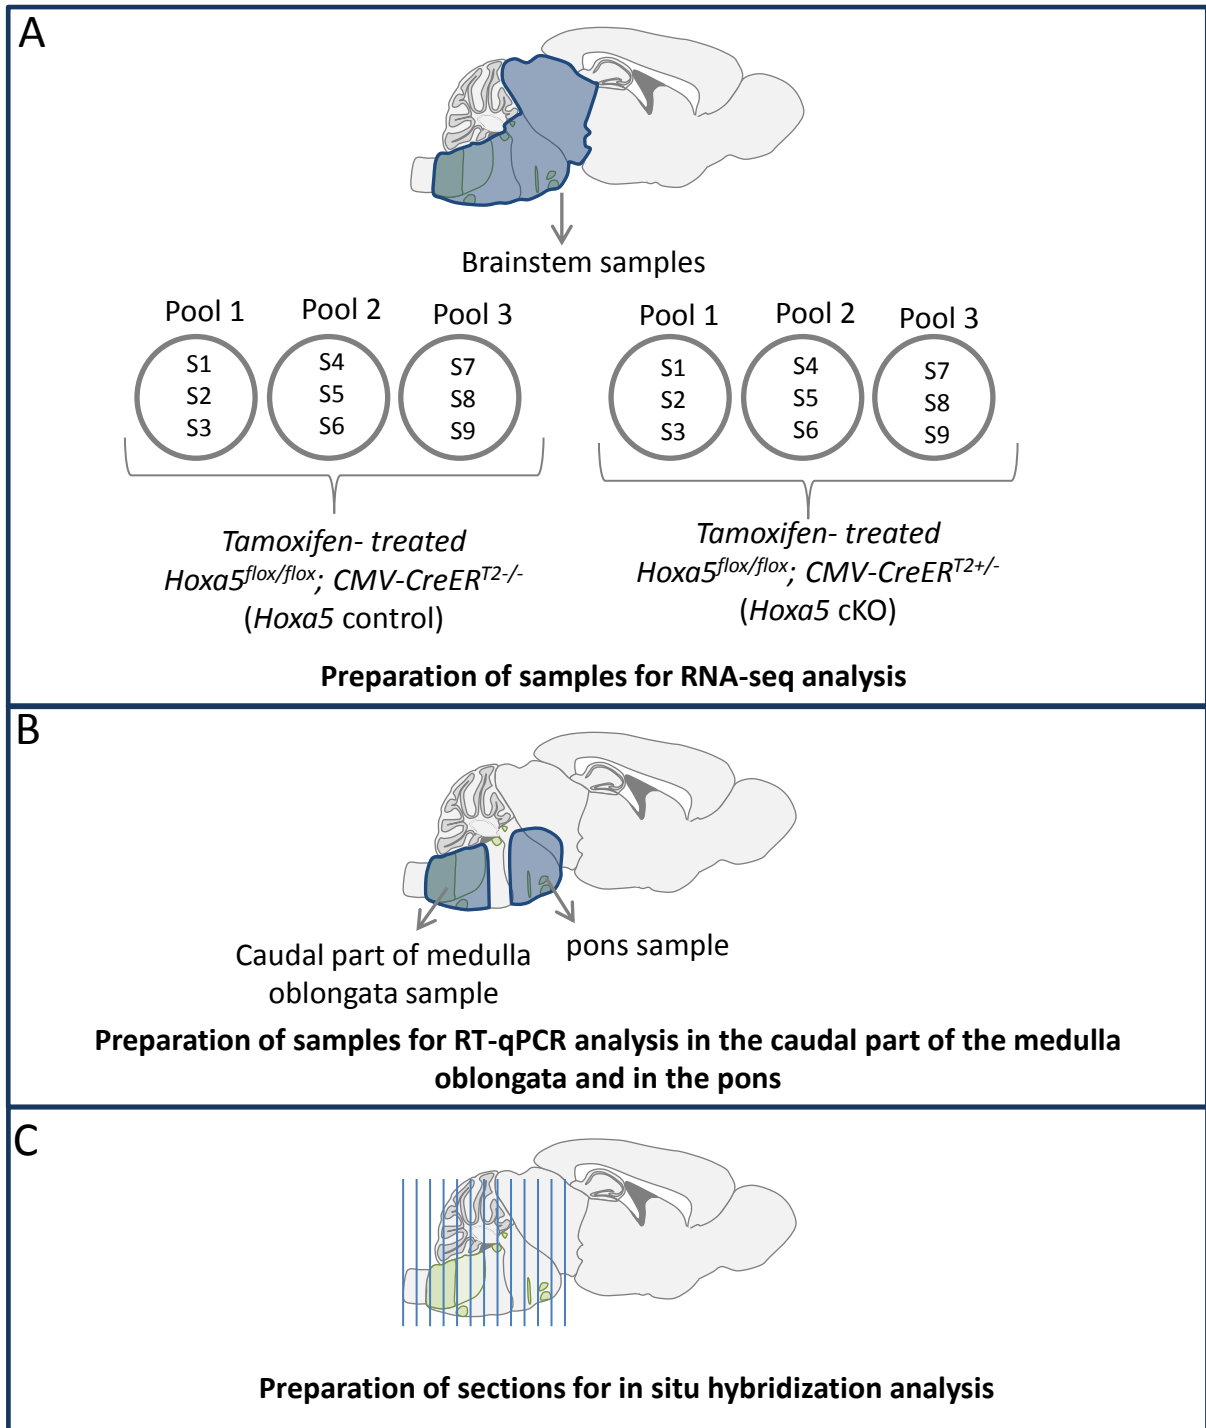

**Figure S1.** Experimental flowchart for characterization of *Hoxa5* downstream target genes in the postnatal mouse brain.

(A) For RNA-seq analysis, brainstem samples (S) were dissected from tamoxifen-treated *Hoxa5<sup>flox/flox</sup>; CMV-CreERT2<sup>-/-</sup>* (*Hoxa5* control) and *Hoxa5<sup>flox/flox</sup>; CMV-CreERT2<sup>+/-</sup>* (*Hoxa5* cKO) P21 mice. A total of 9 mice were used per genotype. For each genotype, three brainstem samples were pooled, and three pools were generated. (B) For RT-qPCR analysis, P21 brainstem samples from *Hoxa5* control and *Hoxa5* cKO mice were dissected to isolate the caudal part of the medulla oblongata and the pons. This procedure aims to improve the accuracy of the analysis of differentially expressed genes between the two genotypes. (C) The neuroanatomical pattern of *Hoxa5* and candidate target genes was analyzed by in situ hybridization on 14µm coronal cryosections of P21 brainstem from wild type mice.

How the deposited data were processed for this re-analysis (not part of the article)

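RNA was measured in 6 libraries of mouse brainstem at postnatal day 21, 3 labelled *Hoxa5* control and 3 labelled *Hoxa5* cKO, each from a pool of 3 brainstems of animals given tamoxifen on days 1 to 4. The authors called bases with CASAVA 1.6, aligned the reads to mm10 with TopHat2 2.0.9, assembled and merged transcripts with Cufflinks 2.2.0, and quantified the loci with Cuffdiff. The deposited table gives, for each of 34632 loci and each library, fragments as whole counts (all values were checked to be whole numbers) and FPKM that Cuffdiff had scaled between libraries. Its 2 columns of fragments scaled by Cuffdiff were not used. Gene names were taken from the deposited assembly: 601 loci join more than 1 named gene, 822 names lie on more than 1 locus, and 9 genes of the lists were found under older names. Of 19543 loci with a single name, 19397 (99.25%) overlap the gene of that name in a RefSeq annotation of the same genome build. The table holds no mitochondrial loci, and 14 loci carry a status of failure in at least 1 library and were kept.

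The table numbers the replicates of each genotype. These numbers were taken as names within a genotype, and the paper does not say which pool each stands for. The genotype labels were taken from the table's conditions.

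Libraries held 12034613 to 13202707 fragments (median 12286442 for control and 12766400 for cKO), and the 10 loci with the most fragments held 5.81% to 6.85% of them. Fragments were normalized by TMM, filtered with filterByExpr by genotype, and compared with edgeR 4.0.16 by its quasi-likelihood test in R 4.3.3. This left 21854 loci, with a common coefficient of biological variation of 0.0552. Loci with a Benjamini-Hochberg adjusted p under 0.05 were called, the threshold that the paper states. Levels are CPM on TMM-scaled library sizes, with a prior count of 2 on the log2 scale.

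Gene lists were tested with camera of limma 3.58.1 on log2 CPM, with a preset correlation between genes of 0.01 and with an estimated correlation, and by a one-sided Fisher's exact test for lower calls among named loci, each adjusted over the 52 lists that had a tested gene. In all, 53 lists with 788 genes were written. The lists of the study's own genes were chosen by the study on these libraries, and the others were written from general knowledge after the study's table of differential transcripts had been read. For 6 genes of the lists no locus was found.

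Genes are named in the text by a fixed rule. It takes *Hoxa5*, the genes of Figures 2B to 2D and Table 1, 8 genes that the paper's Discussion names, the 10 called genes with the largest falls and the 10 with the largest rises among those whose libraries part completely by genotype, and up to 4 genes with the smallest p of each list described. The values of these genes in the paper's table had been seen when the rule was written. Other genes were named after their values were seen: *Hoxc8*, *Hoxb9* and *Hoxb5*, and *Camkk2*, *Erc1*, *Grik2*, *Lrrtm3*, *Dusp5*, *Etv1*, *Fgf14*, *Gdf10*, *Ltbp2*, *Hopx*, *Casq2*, *Skor2*, *Grm8* and *Glul*, where they belong to a short count of calls or to no part of the rule.

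The model, the lists, the rule for named genes and the alternatives were set before the data were examined, apart from 1 alternative that takes the mean level of other *Hox* genes as a covariate. The alternatives were DESeq2 1.42.0 with its own size factors; limma with a trend on log2(FPKM + 1) and on log2(FPKM + 0.1), for loci with an FPKM of at least 1 in 3 libraries; library size alone or upper-quartile factors in place of TMM; no filter on low counts, or at least 50 fragments in 3 libraries; only loci with a gene symbol; the loci of ribosomal RNA and related abundant RNAs left out; each library left out in turn; the replicate number as a block; and the mean level of restricted granule and Purkinje markers or of 4 Y-linked genes as a covariate. With a library left out, the genotype with 2 libraries shares the spread that edgeR pools over both genotypes.

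The pipeline was tested on simulated data with the depth and spread of these libraries. edgeR found 68.7%, 94.0% and 98.5% of genes changed 1.5-fold, 2-fold and 4-fold, with 16 false calls among 190. DESeq2 found 65.7%, 86.6% and 97.0%, with 5 false calls among 171. The shares of edgeR and DESeq2 are of 67, 67 and 66 changed genes. limma on log2(FPKM + 1) found 69.0%, 79.7% and 98.3% of the 58, 64 and 59 changed genes counted for it, with 5 false calls among 154. Exact permutation tests, correlations and Fisher's tests were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A test of 3 libraries against 3 by exact permutation cannot give a two-sided p under 0.1.

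The RT-qPCR, in situ hybridization and immunostaining of the paper have no deposited files and were left out. Cuffdiff's own test and the enrichment tool of the paper could not be run, and splice forms were not examined. Some genes that the rule for named genes takes in are not reported here, and the counts of named genes in the account of sensitivity leave them out.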

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

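The tests of these 4 gene lists were planned, while the counts of genes by direction and the single genes named here were chosen after the results were seen. Each list, which the paper does not discuss, is reported because as a set it was higher in the libraries labelled cKO by limma's camera with the preset correlation; none was with an estimated correlation, and most of the genes were not called. With the level of cerebellar markers as a covariate, which is confounded with the genotype, none of the 4 was higher by camera with the preset correlation (adjusted p = 0.243, 0.104, 0.659 and 0.888 in the order below, with medians of 0.22, 0.35, 0.0834 and 0.14).

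Histocompatibility and interferon genes had a median log2 fold change of 0.43, and all 20 tested genes had a positive value (limma's camera, preset correlation, adjusted p = 1.50e-06; estimated correlation, adjusted p = 0.513). edgeR called 1 of them, *H2-K1*, and 6 when adjusted over the list alone. The median of the list was 0.14 without cKO replicate 1 and 0.15 with the Y-linked gene covariate, and 0.54 without cKO replicate 2. The mean level was 2.20, 2.14 and 2.20 log2 CPM in control replicates 1, 2 and 3, and 3.00, 2.18 and 2.65 in cKO replicates 1, 2 and 3, so cKO replicate 2 lay at the level of the controls. *Cd74* (log2 fold change 1.23, edgeR adjusted p = 0.0826) and *Gbp4* (1.81, 0.137) were called without cKO replicate 2 (adjusted p = 0.0160 and 0.00289), and their adjusted p ran from 0.00231 and 0.00267 to 1 over all alternatives. The call of *H2-K1* and its limits are given with the upregulated transcripts.

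Genes that respond to glucocorticoids had a median log2 fold change of 0.23, with 17 of 19 positive (camera, preset correlation, adjusted p = 5.53e-06; estimated correlation, adjusted p = 0.508). edgeR and DESeq2 called none of them, and 10 were higher when adjusted over the list alone; 10 were higher at an unadjusted p under 0.05 from edgeR. With 1 library left out, the median of the list ran from 0.13 without control replicate 3 to 0.28 without control replicate 1. Camera with the preset correlation gave an adjusted p of 0.0115 without control replicate 3. Control replicate 2 (5.12 log2 CPM) lay above cKO replicate 2 (5.07). *Tsc22d3* had a log2 fold change of 0.21 and *Map3k6* of 0.85. *Fkbp5* (0.41, edgeR adjusted p = 0.231) was called without control replicate 2 (adjusted p = 0.00817, with 0.00817 to 1 over all alternatives).

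Genes that p53 induces had a median log2 fold change of 0.0574, with 12 of 15 positive (camera, preset correlation, adjusted p = 0.0229; estimated correlation, adjusted p = 0.221). edgeR and DESeq2 called none of them, 1 was higher when adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05 from edgeR. By camera with the preset correlation the list was not past the threshold without control replicate 3 (adjusted p = 0.0529), cKO replicate 1 (0.104) or cKO replicate 3 (0.0504), with at least 50 fragments in 3 libraries (0.0964) or with the Y-linked gene covariate (0.112). The mean level of each of the 3 cKO libraries lay above each control (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). *Cdkn1a* (log2 fold change 0.58) belongs to this list and to that of glucocorticoid response.

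Markers of serotonergic neurons had a median log2 fold change of 0.15, and all 6 tested genes had a positive value (camera, preset correlation, adjusted p = 0.0216; estimated correlation, adjusted p = 0.614). edgeR and DESeq2 called none of them, also when adjusted over the list alone, and 0 were higher at an unadjusted p under 0.05 from edgeR. By camera with the preset correlation the list was not past the threshold without control replicate 1 (adjusted p = 0.0970) or 3 (0.0742), without cKO replicate 1 (0.287) or 2 (0.0629), without a filter on low counts (0.0582), with the replicate block (0.0513) or with the Y-linked gene covariate (0.379). The median of the list was 0.0640 without cKO replicate 1 and 0.0543 with the Y-linked gene covariate, and 0.22 without cKO replicate 3. *Tph2* had a log2 fold change of 0.19 and *Slc6a4* of 0.18. The mean level of 2 of the 3 cKO libraries lay above all controls.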

How the results depend on the processing

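The covariate of other *Hox* genes was the only alternative chosen after the results were seen. Of 73 named genes, 46 were called by edgeR.

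With TMM replaced by library size or upper-quartile factors, 142 and 114 loci were called, with 116 and 112 of the 116 among them. DESeq2 called 116 loci, 99 of them the same, and 3 of its calls were higher. Without the ribosomal RNA loci 127 loci were called, with all 116 among them. These 4 alternatives turned no named gene around.

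Without a filter on low counts edgeR called 221 loci (194 lower and 27 higher), and all 116 kept their call. With at least 50 fragments in 3 libraries it called 76 (1 higher), and among loci with a gene symbol 72 (71 lower and 1 higher). Both drop loci before the test, but most of the lost calls were still tested. Of the 116, 110 and 99 were tested under these filters, and 76 and 72 kept their call. limma on log2(FPKM + 1) called 0 loci, lower or higher, with 1298 at an unadjusted p under 0.05, and on log2(FPKM + 0.1) it called 1 locus, which was lower, and 0 higher, with 1271; the cause was not tested. In simulated data the same limma test made 154 calls.

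Leaving out 1 library at a time, 44 to 126 loci were called (42 to 126 lower and 0 to 15 higher), and the lowest counts of all calls were 44 without control replicate 1 and 65 without cKO replicate 3 (42 and 64 lower). Higher calls numbered 2, 9 and 0 without control replicates 1, 2 and 3, and 15, 13 and 1 without cKO replicates 1, 2 and 3. Of the 46 named genes called, 29, 33 and 36 kept their call without control replicates 1, 2 and 3, and 42, 38 and 32 without cKO replicates 1, 2 and 3. The *Hoxa5* locus ranged from -1.82 (without cKO replicate 1, edgeR adjusted p = 0.0318, the only call among the 6) to -0.0468 (without control replicate 2). *Ptn* lay below 0 without control replicate 3 (-0.00246), cKO replicate 1 (-0.0236) and cKO replicate 2 (-0.0148), and was highest without cKO replicate 3 (0.0915). Without control replicate 2 the olfactory genes *Cyp2a5* (0.27), *Ugt2a1* and *Ugt2a2* (both 0.22, on a shared locus) turned positive, and they were lowest without control replicate 1 (-3.18, and -3.52 for both). Fewer samples enter each of these fits. The gene lists lower by camera numbered 11 to 13, against 11 with every library. The lists higher by camera numbered 3, 7 and 2 without control replicates 1, 2 and 3, and 2, 6 and 3 without cKO replicates 1, 2 and 3, against 4. The granule and Purkinje marker means fell by 1.39 to 1.92 and by 0.80 to 1.12 on the log2 scale.

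The replicate numbers are not a pairing in the paper, and deviations of control and cKO libraries with the same number correlated at 0.03, -0.08 and 0.05 across loci. With them as a replicate block, 130 loci were called (8 higher), 112 of them the same, and *Hoxa5* was at -0.69.

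With the level of Y-linked genes as a covariate 95 loci were called, 13 of them higher, *Hoxa5* was called at -1.97 (edgeR adjusted p = 0.0190, with 0.0190 to 1 over all alternatives), and *Ptn* was at -0.0265. This level is nearly that of cKO replicate 1 against the rest. With the level of other *Hox* genes, 88 loci were called, 14 of them higher, and *Hoxa5* was at -0.07.

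With the level of cerebellar markers as a covariate, edgeR called 0 loci (0 lower, 0 higher; 481 at an unadjusted p under 0.05), and 1 gene list was lower by camera in place of 11 and 0 were higher in place of 4, all with the preset correlation (none in either direction with an estimated one). This level is confounded with the genotype and takes over part of its difference: *Gabra6* went from -1.93 (standard error 0.19) to -0.32 (standard error 0.20). None of the 46 calls was kept, and 18 named genes changed sign: *Adcy1* (0.20), *Atp2a3* (0.22), *Calb1* (0.12), *Cbln1* (0.0689), *Grin2c* (0.0357), *Grm4* (0.0832), *Homer3* (0.0706), *Itpr1* (0.0751), *Mybpc3* (0.0535), *Neurod2* (0.000909), *Slc17a7* (0.23), *Slc1a3* (0.0401), *Slc1a6* (0.0723), *Slc8a2* (0.46), *Hoxc8* (0.76), *Hoxb9* (0.85), *Cd74* (-0.0784) and *Fstl1* (-0.00951).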

Differences from the paper's values

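No test in this part was chosen after the results were seen. The paper gives 18 transcripts as upregulated, and edgeR called 6 loci higher at the same threshold on the adjusted p. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without a filter on low counts (27), without cKO replicate 1 (15), without cKO replicate 2 (13) and with the Y-linked gene covariate (13). It was not with DESeq2 (3), limma on log2(FPKM + 1) (0) or log2(FPKM + 0.1) (0), library size only (7), upper-quartile factors (8), at least 50 fragments in 3 libraries (1), only loci with a gene symbol (1), without the ribosomal RNA loci (7), without control replicates 1 (2), 2 (9) and 3 (0), without cKO replicate 3 (1), with the replicate block (8) or with the cerebellar marker covariate (0).

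The paper gives 318 transcripts with an unadjusted p under 0.01, and edgeR gave 494. Within 1.5 times the paper's count were DESeq2 (304), limma on log2(FPKM + 1) (351) and log2(FPKM + 0.1) (338), at least 50 fragments in 3 libraries (375), only loci with a gene symbol (359), and the fits without control replicate 1 (306), control replicate 2 (472) and cKO replicate 3 (467). Outside it were library size only (506), upper-quartile factors (485), no filter (670), without the ribosomal RNA loci (494), without control replicate 3 (506), without cKO replicates 1 (713) and 2 (491), the replicate block (499), and the cerebellar marker (51) and Y-linked gene (695) covariates.

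For *Pde1c* the paper's log2 fold change in Table S3 is -0.49, and here it was -0.35. The gap was smaller than the spread of replicates (SD 0.12) with limma on log2(FPKM + 1) (-0.41) and log2(FPKM + 0.1) (-0.49), without control replicate 3 (-0.39), without cKO replicate 1 (-0.45) and with the Y-linked gene covariate (-0.46). It was larger under the other 13 alternatives, from -0.23 (cerebellar marker covariate) to -0.36 (library size only).

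The 116 called transcripts of the paper and the 116 loci called here are not the same set. All 318 entries of Table S3 matched 1 locus by position and by the mean FPKM of both genotypes within 0.1%, and none did with the genotypes exchanged. Of its 98 downregulated transcripts 68 were called lower here, and of its 18 upregulated ones 5 were called higher. The signs were the same for 95 of 97 tested downregulated and 18 of 18 upregulated transcripts. The entries with the other sign have the largest falls in Table S3. The locus of 5730408K05Rik and *Mir5136* had a log2 fold change of -5.36 there and 0.12 here (adjusted p = 0.959 from edgeR). That of *Snhg12* and its small nucleolar RNAs had -2.97 there and 0.21 here (adjusted p = 0.794 from edgeR). Most of the paper's transcripts were called without a filter on low counts (86 and 9), and the fewest with both limma alternatives and the cerebellar marker covariate (0). Of the 116 called here, 43 are not significant in Table S3, and 26 of these are listed there at p under 0.01.

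The paper takes 4 of the genes in Figures 2B to 2D as lower that edgeR did not call. *Pde1c* was called with library size only, no filter, without the ribosomal RNA loci, without cKO replicate 1, with the replicate block and with the Y-linked gene covariate. *Slc17a7* was called with DESeq2, library size only, no filter, without control replicate 3, without cKO replicate 1 and with the replicate block. *Slc38a5* and *Slc8a2* were called with no filter alone (edgeR adjusted p = 0.0307 and 0.0271). All 4 had negative log2 fold changes.

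The column of q values in Table S3 holds values that a single Benjamini-Hochberg adjustment cannot give. Among its significant entries 93 share a p of 5e-05, but these carry 5 different q values from 0.0122 to 0.0489, and 18 entries with a larger p carry the lowest of these q values.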

Other observations

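These tests were chosen only after the results were seen: the amounts of cerebellar tissue in the pools and within the controls, the scaling of the libraries, both tests of olfactory genes, the exchange of labels, and the relation of the *Hoxa5* locus to other *Hox* genes within its 2 levels. The list tests and the other splits were planned, and the tests of synaptic genes outside the cerebellum and of that relation over all 6 libraries were set after that locus was seen but before their own results were.

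Genes of cerebellar granule and Purkinje cells were lower in the libraries labelled cKO. The scaling of the libraries is argued against, since a factor per library moves every locus alike, and the median log2 fold change of the 13 restricted markers lay below that of all tested loci (difference -1.73 with library size only, 95% bootstrap interval -1.89 to -1.26). Lower expression of synaptic genes across brainstem neurons stays open. The median of 117 synaptic genes in no cerebellar and no study list was 0.0101, which was to argue against it. However, this set leaves out 9 of the 12 genes called lower in its 4 lists. Outside the cerebellar lists, 8 of 226 synaptic and calcium genes were called lower (one-sided Fisher's exact test, p = 6.67e-05). Of these 8, *Itpka* (edgeR adjusted p = 0.175), *Camkk2* (0.0772), *Erc1* (0.371), *Grik2* (0.155) and *Lrrtm3* (0.230) lost their call without control replicate 1. *Adcy1* and *Camk4* kept theirs. Unequal amounts of cerebellar tissue may account for the pattern. Among 101 loci called lower outside the restricted lists, 92 (91.1%) had their highest control level in control replicate 1, against 34.3% of those not called. The 101 include neighbouring unnamed loci and called genes of the broader cerebellar lists. They are therefore independent neither of one another nor of cerebellar markers. Control replicate 1 was the control with the most of both restricted marker lists. The falls of both lists (medians -1.78 and -1.17) differed by 0.61 (exact permutation of genes, p = 0.0536; genes are not independent replicates), and their deviations from the genotype means went together over the 6 libraries (r = 0.871, Spearman's rho = 0.829, exact permutation p = 0.111 and 0.139; adjusted over 3 relations 0.167 and 0.208), with r = 0.506 without the 2 libraries farthest out. Tissue amounts and an effect of the genotype on cerebellar cells cannot be told apart here, because marker level and labels part the same libraries, and a different level of expression per cell stays open.

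Genes of the olfactory mucosa had the lowest median log2 fold change of all lists (-2.10 over 7 tested genes; 0 called by edgeR and DESeq2, 6 lower at an unadjusted p under 0.05 from edgeR, 5 lower when adjusted over the list alone). *Cyp2g1* was called lower without control replicate 1 (log2 fold change -3.48, edgeR adjusted p = 0.0218). Lower expression in every cKO library is argued against, since the lowest control mean lay below the highest cKO mean (gap -1.18 log2 CPM). Of 14 detected loci of the list, 100% were highest in control replicate 2, which is consistent with olfactory tissue in that library. Its mean was 2.68 log2 CPM, against -0.90 and 0.39 in control replicates 1 and 3 and 0.28, -0.29 and -0.06 in cKO replicates 1, 2 and 3. *Cyp2g1* had 196 fragments there and 0, 30, 16, 4 and 10 in control replicates 1 and 3 and cKO replicates 1, 2 and 3, while *Gnal*, which the brainstem also expresses, had 1680 there and 1529, 1686, 1505, 1683 and 1607 in the others; other causes were not tested.

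The fragments of the *Hoxa5* locus do not part the labelled genotypes. The caudal reach of the dissection may contribute: over 6 libraries the locus went with the mean of 14 other *Hox* genes (r = 0.940, Spearman's rho = 0.829, exact permutation p = 0.0458 and 0.0583; adjusted over 3 relations 0.138 and 0.175; r = 0.904 without the 2 farthest). The libraries lie at 2 levels of the locus, and the deviations from the means of its 3 highest and 3 lowest libraries showed little relation (r = 0.0956, Spearman's rho = 0.200, exact permutation p = 0.917 and 0.667, and the same when adjusted; r = 0.497 without the 2 farthest), so the relation was seen mainly across the step between the levels. *Hoxa5* differed by 2.09 between its 3 highest and 3 lowest libraries, against 0.46 for that mean, 1.96 for *Hoxc8*, 1.20 for *Hoxb9* and 0.10 for *Hoxb5*. Exchanged labels of 1 control and 1 cKO library (control replicate 3 and cKO replicate 1) could give it too: the split that exchanges them calls 1 locus, that of *Hoxa5* itself (log2 fold change -2.15, standard error 0.17, edgeR adjusted p = 6.24e-05), while the labels as given call 116. That split was picked from *Hoxa5*, whose gap of 1.48 log2 CPM was the widest of any locus in it, so its call is no independent evidence. The paper's RT-qPCR, on separately dissected tissue, has *Hoxa5* strongly reduced in cKO mice and *Cadps2*, *Wnt7a*, *Zic1*, *Zic2*, *Grm4*, *Adcy1* and *Homer3* among the genes lower in their medulla. For these target genes this is the direction of the labels as given. Neither exchange nor dissection is excluded, and the mean FPKM in Table S3 follow the labels as given.

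The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The labels as given called 116 loci, 110 lower and 6 higher, and the highest of the other splits called 6, all in 1 direction. Counting the labels as given, a count of 116 was reached in 1 split, of 110 in 1 direction in 1 split, and of 6 in 1 direction in 2 splits.

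Of the 52 lists, 11 were lower by camera with the preset correlation, namely the 6 lists of the study's genes and 5 lists of granule neurons, Purkinje cells and Bergmann glia, and 4 were higher. With an estimated correlation none was past the threshold.

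Of the 17 called loci without a gene name, 3 lie within 20000 bases of a called locus with a name.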
